# Early modulation of the gut microbiome by female sex hormones alters amyloid pathology and microglial function

**DOI:** 10.1038/s41598-024-52246-6

**Published:** 2024-01-21

**Authors:** Piyali Saha, Ian Q. Weigle, Nicholas Slimmon, Pedro Blauth Poli, Priyam Patel, Xiaoqiong Zhang, Yajun Cao, Julia Michalkiewicz, Ashley Gomm, Can Zhang, Rudolph E. Tanzi, Nicholas Dylla, Ayman Al-Hendy, Sangram S. Sisodia

**Keywords:** Neuroscience, Molecular neuroscience

## Abstract

It is well-established that women are disproportionately affected by Alzheimer’s disease. The mechanisms underlying this sex-specific disparity are not fully understood, but several factors that are often associated-including interactions of sex hormones, genetic factors, and the gut microbiome-likely contribute to the disease's etiology. Here, we have examined the role of sex hormones and the gut microbiome in mediating Aβ amyloidosis and neuroinflammation in APPPS1-21 mice. We report that postnatal gut microbiome perturbation in female APPPS1-21 mice leads to an elevation in levels of circulating estradiol. Early stage ovariectomy (OVX) leads to a reduction of plasma estradiol that is correlated with a significant alteration of gut microbiome composition and reduction in Aβ pathology. On the other hand, supplementation of OVX-treated animals with estradiol restores Aβ burden and influences gut microbiome composition. The reduction of Aβ pathology with OVX is paralleled by diminished levels of plaque-associated microglia that acquire a neurodegenerative phenotype (MGnD-type) while estradiol supplementation of OVX-treated animals leads to a restoration of activated microglia around plaques. In summary, our investigation elucidates the complex interplay between sex-specific hormonal modulations, gut microbiome dynamics, metabolic perturbations, and microglial functionality in the pathogenesis of Alzheimer's disease.

## Introduction

Alzheimer's disease (AD) is a neurodegenerative disorder characterized by cognitive decline, memory loss, and behavioral alterations. AD disproportionately impacts women compared to men^1^, but the molecular and cellular mechanisms that underlie this significant sex disparity are poorly understood. Additionally, genetic and epigenetic factors may also contribute to the sex differences in AD. For example, the principal genetic risk factor for late-onset AD, apolipoprotein E4, confers greater risk in females^2,3^. Furthermore, sex-specific epigenetic modifications may influence gene expression patterns and contribute to the differential susceptibility to AD between males and females^4^.

The pathophysiological changes associated with AD are known to begin years before the onset of cognitive and behavioral symptoms^5,6^. In women, this suggests that pathogenic processes may occur in the brain during the reproductive stage, before the cessation of ovarian function. While ovarian functions have been shown to impact neural networks and exhibit cyclic fluctuations^7,8^, it remains unclear whether these functions affect the underlying pathophysiological substrates that contribute to cognitive impairments in dementia.

We previously demonstrated that antibiotic (ABX)-mediated dysbiosis of the gut microbiome in the APPswe/PS1∆E9 and APPPS1-21 mouse models of Aβ amyloidosis led to reductions in Aβ deposition through altered microglial phenotypes in male, but not female mice^9,10^. Microglia, the innate immune cells in the brain, express risk genes associated with late-onset AD^11^. Moreover, and by mechanisms presently unclear, the gut microbiome influences microglial development in a sex-specific manner^12^. Notably, sex hormones have been shown to modulate the composition of the gut microbiota and vice-versa^13^. Extending these findings, we asked whether alterations of circulating female sex hormones in early life can modulate Aβ amyloidosis, microglial phenotypes and the composition of the gut microbiome.

Our studies reveal that postnatal ABX leads to an elevation in circulating estradiol and that lowering of plasma estradiol by ovariectomy (OVX) at an early age resulted in a significant decrease in Aβ plaque pathology and pronounced alterations in the gut microbiome composition in young mice. Estradiol supplementation of ovariectomized mice lead to a restoration of plaque burden and an altered gut microbiome. Moreover, OVX treatment decreased the levels of disease-associated “MGnD”-type^14^ microglia that are plaque localized, while ovariectomized mice supplemented with estradiol exhibited a restoration of plaque-localized MGnD-type microglial cells. RNAseq studies confirmed that the fluctuations in estradiol concentrations were associated with changes in levels of mRNAs encoding proteins involved in metabolic processes and immune profiles in cortical tissue from female mice. Thus, our studies highlight the multifaceted role of estradiol in the regulation of Aβ burden, the gut microbiome, and innate immunity in a mouse model of Aβ amyloidosis.

## Results

### Elevated circulating levels of estradiol in antibiotic-treated female APPPS1-21 mice

In preceding efforts we reported that APPPS1-21 mice treated with a high dose of ABX cocktail postnatally (P14-P21) led to gut microbiome dysbiosis^10^ that was associated with a reduction in Aβ deposition in 3-month-old male mice, an effect not observed in their female counterparts^10^. Despite marked changes in the gut microbial composition of female mice treated with ABX, compared with animals treated with a vehicle^10^, the mechanisms underlying the absence of changes in Aβ deposition in females remained unclear. According to Plottel and Blaser^13^,“it is well known that estrogens produced in the ovaries, adrenal glands, and adipose tissue circulate in the bloodstream and first undergo metabolism in the liver, where estrogens and their metabolites are conjugated. Conjugated estrogens are eliminated from the body by metabolic conversion to water-soluble molecules that are excreted in urine or in bile into the feces. The inactive conjugated estrogens excreted in the bile are deconjugated by bacterial species in the gut (the “estrabolome”) by microbially synthesized β-glucuronidase (gmGUS) leading to estrogen reabsorption into the circulation”^13^. Hence, we speculated that ABX-mediated dysbiosis might affect the estrabolome in a manner that elevates circulating estrogen. To test this hypothesis, we employed ultrasensitive GC–MS approaches to examine the levels of estrogen metabolites, estrone and estradiol, compounds considered the most biologically active among all estrogen metabolites. We now demonstrate that the levels of plasma estradiol were elevated in ABX-treated female mice (n = 5–7 mice/group pooled plasma sample) [Fig. 1A] at the time of sacrifice compared to the levels in plasma of vehicle-treated mice (control). In GC–MS analysis, compound fragmentation leads to the creation of distinct ionized fragments, each characterized by a specific mass-to-charge ratio (m/z), which forms a unique pattern akin to a molecular 'fingerprint'. In our study, the colored lines on the chromatograms correspond to these fragments for estrone [Fig. 1B, panel a] and estradiol [Fig. 1B, panel b]. Specifically, the estrone fragments are indicated as follows: 342 (black), 257 (blue), 218 (green), and 73 (red). Similarly, for estradiol, the fragmentation pattern includes 416 (black), 285 (blue), 129 (green), and 73 (red). This color-coding in the chromatograms facilitates precise identification and quantification of the compounds, thereby enhancing the accuracy and specificity of our analysis. Figure 1A, panel a, represents the estrone standard, employed for measuring the retention time and fragmentation pattern. The ion with an m/z ratio of 342 was used to measure the raw area under the curve. Notably, estrone was not detected in Fig. 1A panel c (control) and Fig. 1A panel e (ABX). Conversely, Fig. 1A panel b represents the estradiol standard, also used for establishing retention time and fragmentation pattern. The ion with an m/z of 416, detected in plasma samples from both the control (panel d) and ABX-treated (panel f) groups, was used for measurement. In our analysis, the ion with an m/z, detected in plasma samples from both the control and ABX-treated groups, was selected for quantitative measurement. In this context, the ‘Area Under the Curve’ (AUC) is a crucial metric used in GC–MS analysis. AUC refers to the area under the plot of the compound's intensity against time or another relevant variable in the chromatogram. It is directly proportional to the concentration of the compound in the sample.

**Figure 1:**
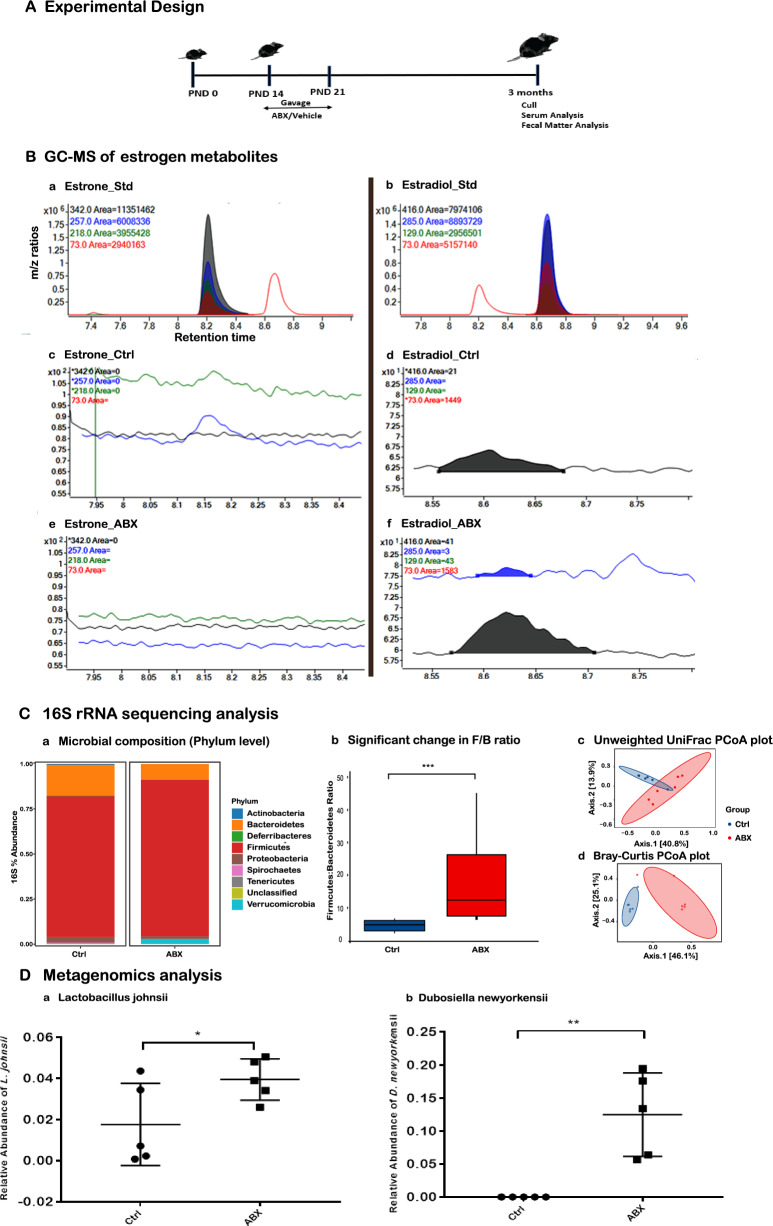
The effects of ABX treatment on estrogen metabolism and associated changes in the gut microbiome were investigated in APPPS1-21 female mice. (**A**) Timeline of experimental design depicting vehicle (control) and antibiotics (ABX) gavage in mice from postnatal day 14 to 21, followed by sacrifice for serum and fecal matter analysis. (**B**) Representative GC–MS chromatograms display plasma estrogen metabolites, with the following details: (**a**) Estrone_standard—used as a reference for establishing retention time and fragmentation pattern, with the ion 342 quantified by the raw area under the curve; (**b**) Estradiol_standard—also serving as a reference for retention time and fragmentation, with ion 416 used for quantification; (**c**) Estrone_control—showing no detectable estrone; (**d**) Estradiol_control—illustrating baseline estradiol levels; (**e**) Estrone_ABX—indicating no estrone detected; and (**f**) Estradiol_ABX—demonstrating elevated estradiol levels in ABX-treated mice compared to the vehicle-treated group. Calculations based on the area under the curve show an increase in estradiol levels in ABX-treated mice compared to the vehicle-treated group. This data was obtained from pooled serum samples of 5–8 mice per group, and therefore, no statistical analysis was conducted. (**C**) The 16S rRNA sequencing analysis (n = 6 mice/group) is presented as follows: (**a**) Bar plots reveal phylogenetic differences between ABX-treated and vehicle-treated mice, with a focus on the abundances of Firmicutes and Bacteroidetes. (**b**) In APPPS1 mice, a significant increase in the Firmicutes/Bacteroidetes (F/B) ratio is observed in ABX-treated mice compared to those treated with the vehicle (Wilcoxon test, *p* = 0.0079). (**c**) An Unweighted-UniFrac PCoA plot, accounting for 40.8% of the variance (permanova test, *p* = 0.02), demonstrates a significant clustering effect. (**d**) A Bray–Curtis PCoA plot, capturing 46.1% of the variance (Permanova test, *p* = 0.002), reveals a distinct and significant cluster. (**D**) The bar graph, generated through a high-throughput metagenomics analysis (n = 5 mice/group), illustrates the increased abundance of the bacterial species *Dubosiella newyorkensis* and *Lactobacillus johnsii* in the ABX group compared to the control group in Thy1-APPPS1 female mice (unpaired Student’s t-test: t[7]  = 1.95, *p* = 0.0461). The increase in these species within the ABX group is speculated to lead to elevated levels of estradiol. These bacteria are associated with estrogen metabolism in the Firmicutes phylum. Data are presented as mean ± SEM, with the following significance levels: *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

To elaborate, in Fig. 1A, panel d, representing the control group, the AUC for estradiol is quantified as 21. This value indicates the total concentration or presence of estradiol over the observed time period in the control group, as determined by integrating the area under its peak in the chromatogram. Conversely, Fig. 1A, panel f, depicting the ABX-treated group, shows an estradiol AUC of 41. This higher value suggests a greater presence or concentration of estradiol in the ABX-treated group compared to the control. Thus, these AUC values (21 and 41) are indicative of the relative amounts of estradiol detected in each group, providing a quantitative comparison of estradiol levels between the control and ABX-treated samples using GC–MS analysis. Similarly, earlier studies have shown that a broad-spectrum antibiotic combination [sulfamethoxazole and trimethoprim] elevates the plasma concentration of ethinyl estradiol^15^. Importantly, ABX treatment in female APPPS1-21 mice resulted in substantial alterations in microbiome diversity [Fig. 1C, panel a, c, d] and a significant increase in the Firmicutes/Bacteroidetes (F/B) ratios compared to vehicle-treated mice at the time of sacrifice (n = 6 mice/group, p = 0.008) [Fig. 1C, panel b]. Changes in F/B ratios have been reported to affect the composition of the estrobolome^13^. With the aid of comprehensive metagenomic studies, we identified two bacterial species, *Dubosiella newyorkensis* (n = 6 mice/group, *p* = 0.002) and *Lactobacillus johnsii* (n = 6 mice/group, *p* = 0.04) within the Firmicutes family that were significantly elevated in the ABX group and are known to express gut microbial β-glucuronidase (gmGUS) [Fig. 1D]. We suggest that elevated levels of these species in the ABX group would lead to elevated levels of estradiol.

### Ovariectomy of female APPPS1-21 mice leads to significant decrease in amyloid plaque burden while estradiol supplementation restores pathology

To assess the potential role of estrogen in modulation of Aβ deposition, we performed OVX of female APPPS1-21 mice at the age of 4–5 weeks, then sacrificed the animals at 3 months, a time point when Aβ deposition is significant in the cortex [Fig. 2A]. We validated the successful execution of OVX by examining three key indicators: uterine weight, body weight, and estrogen/progesterone ratios (Fig. S2A). Ovarian hormones, such as estradiol and progesterone, play pivotal roles in maintaining energy balance, body composition, and glucose homeostasis^16^. OVX in APPPS1-21 female mice leads to a significant increase (n = 12 mice/group, p = 0.007) in body weight compared with the sham-operated group (Fig. 2Sa), indicating a potential impact on metabolic processes. OVX also results in a significant reduction (n = 7–8, *p* < 0.001) in uterine weight (Fig. 2Sb), indicating hormonal regulation loss^17^. As predicted^17^, OVX causes a significant drop in circulating estradiol /progesterone levels (n = 4–5 mice/group, *p* = 0.005) compared with the sham-operated group (Fig. 2Sc). Similarly, estradiol supplementation in the drinking water of OVX-treated mice reverses all the OVX-related decreases in estradiol/progesterone levels (n = 4–5 mice/group, *p* = 0.003) seen in OVX mice (Fig. 2SA). Thus, we confirm that APPPS1-21 mice subject to OVX leads to decreased circulating female sex hormone levels that can be reversed by estradiol supplementation.

**Figure 2:**
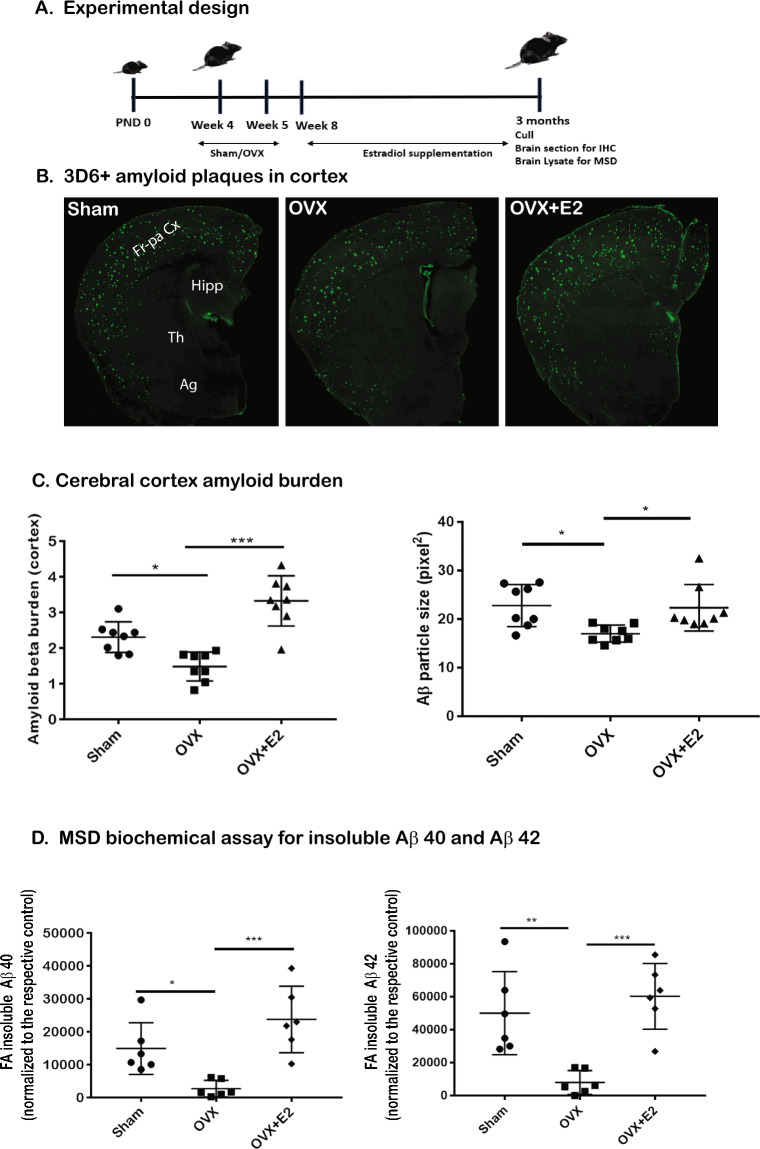
Impact of OVX and Estradiol Supplementation on Aβ Pathology in APPPS1-21 Female Mice. (**A**) Experimental design represented on a timeline showing Sham (control), ovariectomy (OVX), and OVX with estradiol (E2) supplementation in mice, which were used for brain sectioning for immunohistochemistry (IHC) and brain lysate analysis using Meso Scale Discovery (MSD) post-sacrifice. (**B**) The figure displays representative images of Aβ plaque burden and plaque sizes in the cortex of three groups: Sham-operated, OVX, and estradiol-supplemented mice (OVX + E2), using the anti-Aβ monoclonal antibody, 3D6 (scale = 20 microns); Fr-pa Cx = Fronto-parietal Cortex, Hipp = Hippocampus, Th = Thalamus, Ag = Amygdala (n = 8 mice/group). (**C**) The Aβ plaque burden and plaque size were quantified using threshold-limited particle analysis of 3D6-positive staining from six sections per case, and the results were expressed relative to the total cortical area of each slice. Notably, the OVX mice show reduced cortical Aβ levels and smaller plaque sizes compared to the Sham group. This reduction in Aβ levels and plaque size is reversed in mice that received estradiol supplementation (OVX + E2) (8 mice/group). (**D**) Biochemical assays assessing the levels of both soluble and insoluble forms of Aβ1-40 and Aβ1-42 in frozen ventral cerebral cortex tissues (n = 6 mice/ group) were conducted. These assays corroborate the immunohistochemical findings, demonstrating a significant decrease in the insoluble forms of Aβ1-40 and Aβ1-42 in the OVX mice. This reduction is offset in the mice that were supplemented with estradiol (statistical analysis with significance at *P* < 0.05). Data are presented as mean ± SEM, with the following significance levels: *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

To examine Aβ deposition in the brains of OVX and OVX-estradiol cohorts, we performed immunohistochemistry (IHC) with the Aβ-specific monoclonal antibody, 3D6^10,18,19^. We observed significant Aβ deposition in the cortex of Sham-operated mice, but OVX-treated female mice exhibited reduced cortical Aβ deposits and smaller plaque sizes compared to the Sham group (n = 8 mice/group, *p* = 0.01) (Fig. 2B and C). This reduction was offset in OVX-treated mice supplemented with estradiol (n = 8 mice/group, *p* < 0.001) (Fig. 2B and C). To validate these IHC studies, we performed biochemical assays to assess the levels of insoluble forms of Aβ1–40 and Aβ1–42 in frozen ventral cerebral cortex tissues using the mesoscale discovery (MSD) platform [Fig. 2D]. The levels of insoluble (formic acid (FA)-soluble) Aβ1–40 (n = 6 mice/group, *p* = 0.03) and Aβ1–42 (n = 6 mice/group, *p* = 0.004) were significantly reduced in extracts from brains of mice subject to OVX compared with the levels in Sham-operated controls. MSD assays confirmed that levels of FA-insoluble Aβ species returned to levels that were present in the brains of Sham-treated animals (n = 6 mice/group, *p* < 0.0007). Finally, it was important to establish that OVX or estradiol supplementation of OVX-treated animals had no impact on the steady-state levels of transgene-encode human *APP751* transgene in the brains of APPPS1-21 mice. For this analysis, we performed Western blot analysis of cortical extracts using a human APP-specific 6E10 antibody (Biolegend) that detects an epitope within amino acids “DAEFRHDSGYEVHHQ” in the human APP sequence that differs from the analogous sequence in mouse APP (“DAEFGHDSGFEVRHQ”) (Fig. 2SB). These studies failed to reveal any impact of OVX or OVX + estradiol supplementation on steady-state levels of human APP751 in the cortex (n = 3 mice/group, *p* = 0.2). Collectively, these findings demonstrate that in female APPPS1-21 mice, OVX resulted in a significant reduction in Aβ amyloidosis and that estradiol plays a role in modulating pathology in these animals.

### Circulating levels of estradiol correlate with alterations in the gut microbiome profile/composition in female mice

To investigate the impact of circulating levels of estradiol on the microbiome profile in female mice, we analyzed the composition of the gut microbiota in three groups of mice with varying estradiol levels: namely, the Sham group with normal physiological estradiol levels, the OVX group with lower estradiol levels, and the OVX + E2 mice supplemented with 5µg/ml of estradiol. We found that circulating levels of estradiol had a profound effect on the microbiome profile. The phylogenetic composition of gut microbiota exhibited distinct profiles between the Sham, OVX, and OVX + E2 female mouse cohorts (Fig. 3A). This was also observed in the principal coordinate analysis (PCoA) plot, where samples from mice with high plasma estradiol levels significantly clustered (n = 5–8 mice/group, *p* < 0.001) separately from those with low estradiol levels (Fig. 3C). Moreover, alpha diversity analysis that measure species richness and abundance revealed (Shannon and Inverse Simpson indices) that mice with low circulating estradiol levels had increased microbial diversity (n = 5–8 mice/group, *p* < 0.001) compared with mice with high levels of plasma estradiol (Fig. 3B). These results indicate that circulating levels of estradiol influences the microbiome profile in female mice, as expected^13^. The observed differences in phylogenetic composition between Sham, OVX and OVX + E2-treated (n = 5–8 mice/group, *p* < 0.001) mice suggests a regulatory role of estradiol in shaping the composition of the gut microbiota.

**Figure 3:**
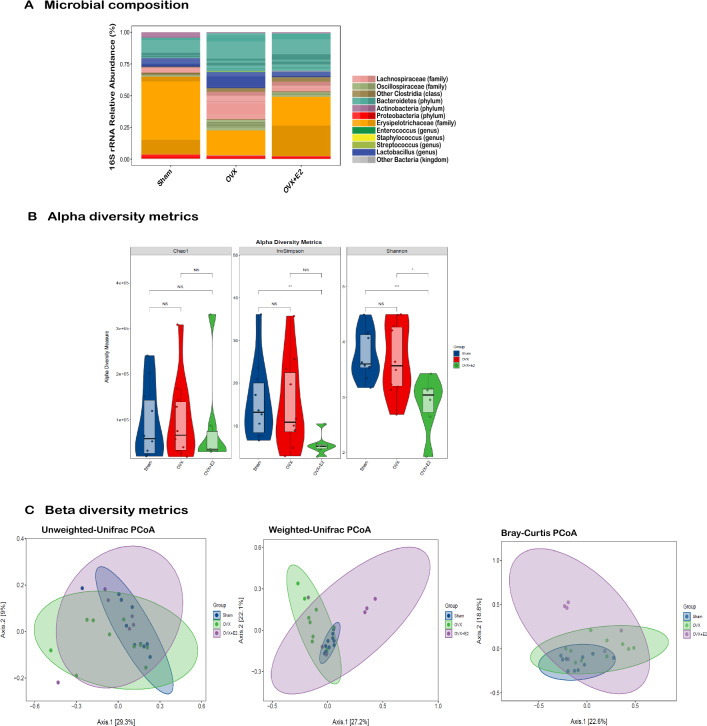
Impact of circulating levels of estradiol on the gut microbiome profile in female APPPS1-21 mice. (**A**) Bar chart delineating the differential abundance of distinct phylogenetic taxa across Sham, OVX, and OVX + E2 murine cohorts. (**B**) Alpha diversity analysis indicating an increased microbial diversity in OVX mice with low circulating estradiol levels compared to Sham mice with high levels of plasma estradiol (*p* < 0.001***). (**C**) Principal component analysis (PCA) plot representing the distinct clustering of OVX, Sham, and OVX + E2 samples based on plasma estradiol levels, illustrating a separate grouping of mice with low, intermediate, and high estradiol levels. The overall results suggest a significant regulatory influence of estradiol on the composition of the gut microbiota, underscoring the differences between OVX, Sham, and OVX + E2 mice. Data are represented as mean ± SEM; *, *p* < 0.05; **, *p* < 0.01, ***, *p* < 0.001. Sample size: n = 5–8 mice/group.

### Modulation of cortical transcripts levels by estradiol

In order to elucidate the effects of ovariectomy and estradiol supplementation on cortical gene expression, we conducted a comprehensive bulk RNA sequencing (RNA-seq) study on RNA isolated from the dorsal cerebral cortex of female APP/PS1-21 transgenic (Tg) mice and their non-transgenic (non-Tg) counterparts that were subject to Sham, OVX, or OVX + E2 treatments. 

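The 6 Sham Tg and the 6 OVX Tg libraries were analysed, with 1 library per mouse, and the non-Tg and OVX + E2 libraries were not analysed here. APPPS1-21 mice, also called Thy1-APPPS1, are a transgenic line that develops cortical amyloid plaques at a young age. Surgery was performed at 5 weeks of age and the mice were sacrificed at 3 months. The authors trimmed the reads, removed those of poor quality or from rRNA, aligned the rest to the mouse genome (mm10) with STAR and counted them per Ensembl gene with HTSeq. They deposited these counts without normalization, for 54232 genes listed by Ensembl identifier in each library, and 34999 of these genes had at least 1 count in any library. Between 22999427 and 24471223 reads per mouse were counted on genes in the Sham Tg group, with a median of 23706880. In the OVX Tg group the totals lay between 22362679 and 23924892, with a median of 23399706. The totals did not differ between the groups beyond the spread between mice (exact two-sided permutation test, p = 0.229). The counts were normalized for library size by edgeR's TMM method and are given as CPM, the count scaled to the normalized size of the library. Genes with too few reads were left out by edgeR's filterByExpr at its default settings, which kept 16943 genes. These were compared between OVX Tg and Sham Tg by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment, and a negative log2 fold change stands for lower expression in OVX Tg. Values per mouse over a list of genes are means of log2 CPM and were compared by an exact two-sided permutation test over all assignments of the mice to the groups, which allows no p below 0.00216. The biological coefficient of variation between mice of the same group was 12.1%. The first principal component of the 16943 genes held 25.4% of the variance and the second held 14.8%, and the groups were not separated on the first (exact two-sided permutation test, p = 0.963).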

The meta-analysis of the RNA-seq data revealed significant transcriptional differences between Sham, OVX, and OVX + E2 Tg versus non-Tg groups (n = 6 mice/group, employing a false discovery rate [FDR]-adjusted *p*-value < 0.05, as delineated in Fig. 4A). The heatmap in Fig. 4A graphically illustrates the absolute log fold changes (z-scores of normalized counts), accentuating the top upregulated and downregulated genes. Remarkably, in the Sham Tg mouse group, a distinctive upregulation of a cluster of microglia-specific genes that are associated with MGnD-type microglia (Itgax, Cst7, Ccl3, Clac7a) was observed compared with the non-transgenic mouse group. This pattern was further complemented by significant alterations in the expression of other genes, including those annotated as Gm37593, Gm37266, Gm48181, etc. 

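Cst7, Itgax, Clec7a and Ccl3, which are named as genes of MGnD-type microglia, were lower on average in the 6 OVX Tg than in the 6 Sham Tg mice, by less than the spread between mice. Cst7 (ENSMUSG00000068129, chromosome 2 of GRCm38, 150570415 to 150578944) was measured at 6.38 ± 2.63 CPM (SD, n = 6 mice) in Sham Tg and 4.60 ± 1.45 CPM (SD, n = 6) in OVX Tg. Its log2 fold change was -0.47 (standard error 0.25, edgeR adjusted p = 0.661). Itgax (ENSMUSG00000030789, chromosome 7, 128129547 to 128150657) was at 2.76 ± 1.03 CPM (SD, n = 6) and 2.06 ± 0.583 CPM (SD, n = 6), a log2 fold change of -0.43 (standard error 0.25, edgeR adjusted p = 0.689). Clec7a (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779), which the GENCODE annotation of this build lists as a polymorphic pseudogene, was at 3.70 ± 1.43 CPM (SD, n = 6) and 3.04 ± 1.08 CPM (SD, n = 6), a log2 fold change of -0.28 (standard error 0.27, edgeR adjusted p = 0.816). Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) had 9 to 51 reads per Sham Tg mouse and 16 to 46 per OVX Tg mouse, which limits its precision. Its values were 1.22 ± 0.733 CPM (SD, n = 6) and 1.08 ± 0.486 CPM (SD, n = 6), a log2 fold change of -0.18 (standard error 0.39, edgeR adjusted p = 0.928). The direction for Ccl3 rested on single libraries, since its log2 fold change was 0.065 without Sham Tg replicate 6. Limma-voom with sample quality weights gave 0.066 for the log2 fold change of Ccl3. The mean log2 CPM over the 4 genes was 1.50 ± 0.62 (SD, n = 6) in Sham Tg and 1.23 ± 0.43 (SD, n = 6) in OVX Tg, a difference of -0.27 (exact two-sided permutation test, p = 0.396), with 4 of the 6 OVX Tg mice below the Sham Tg mean. Leaving out each mouse in turn moved this difference between -0.44 and -0.11. Gm37593 (ENSMUSG00000103358, chromosome 17, 51842861 to 51846114) and Gm37266 (ENSMUSG00000102600, chromosome 17, 51850239 to 51852525) are predicted transcripts without a known function. Gm37593 was at 3.23 ± 0.858 CPM (SD, n = 6) in Sham Tg and 3.00 ± 0.930 CPM (SD, n = 6) in OVX Tg, and its log2 fold change of -0.10 became 0.04 without Sham Tg replicate 3. Gm37266 was at 3.22 ± 0.866 CPM (SD, n = 6) and 3.12 ± 0.794 CPM (SD, n = 6), and its log2 fold change of -0.05 became 0.08 without Sham Tg replicate 5. Gm48181 had 0 to 7 reads per Sham Tg mouse and 3 to 8 per OVX Tg mouse and was below the expression filter. Of the 6 genes tested, 0 passed an adjusted p of 0.05 over all genes or adjusted over the list alone (smallest value 0.337), and 0 had an unadjusted p under 0.05.

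**Figure D1:**
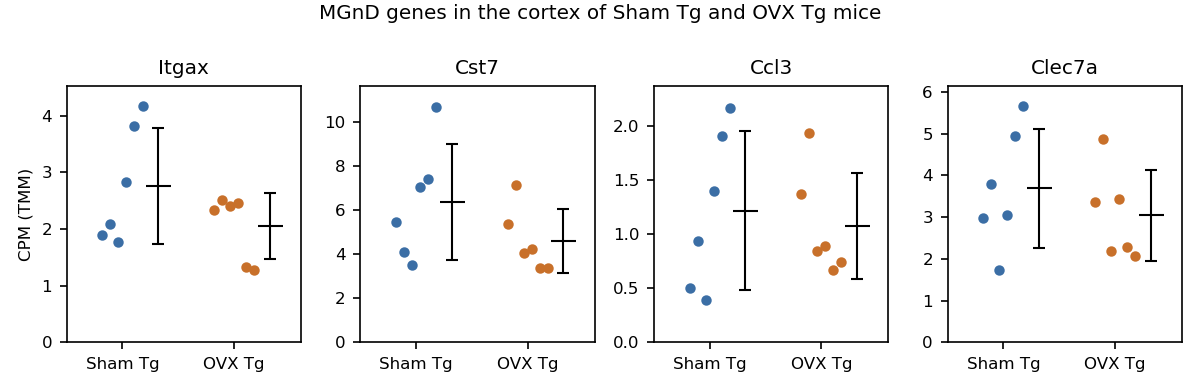
Expression of Itgax, Cst7, Ccl3 and Clec7a in CPM (vertical axes) in each of the 6 Sham Tg and 6 OVX Tg mice (points), with the mean ± SD of each group in black. The values of the groups overlap for each of the 4 genes.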

The absence of increased expression in these genes post-OVX offers valuable insights into the hormone-dependent mechanisms governing microglial functions and potentially underscores the neuroprotective roles of ovarian hormones in the cerebral cortex. Subsequently, estradiol supplementation in OVX mice elicited a pronounced restoration of expression of Clec7a, Cst7, Ccl6, Itgax, and others such as Lilrb4 (associated with the innate immune system and antigen processing), Ly9 (a SLAM family receptor involved in immune regulation), Mpeg1 (a macrophage-expressed gene implicated in immune function), Cd84 (another SLAM family receptor), and C4b (a complement system component). To corroborate these findings, volcano plot analysis (Fig. 4B) was employed and highlights statistically significant alterations in terms of fold changes and P-values. Intriguingly, a similar set of microglia-specific genes (namely, Clec7a, Cst7, Ccl3, Ccl6, Itgax) was found to be upregulated upon estradiol supplementation of OVX-treated Tg mice compared with non-Tg mice. Further validation through gene ontology (GO) pathway analysis (Fig. 4C, panel a) revealed that immune regulatory pathways (Fig. 4C, panel c) were prominently influenced by estradiol treatment, with pathway enrichment studies indicating a significant impact on microglia-specific cell types (Fig. 4C, panel b).

**Figure 4:**
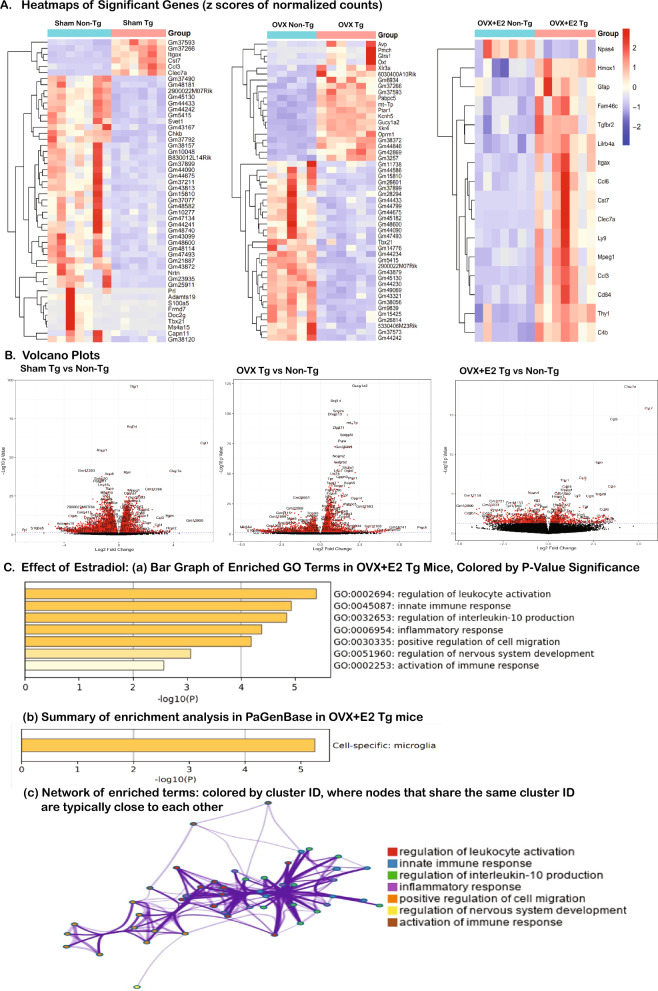
Cortical Transcriptomic RNA-seq Analysis in Non-Transgenic (non-Tg) vs Transgenic (Tg) Mice. (**A**) Heatmaps of significant gene expression variations in Sham (control), ovariectomized (OVX), and OVX supplemented with estradiol (OVX + E2) groups, highlighting differences between non-Tg and Tg mice using z-scores of normalized counts. (**B**) Volcano plots, emphasizing differential gene expressions across these groups. (**C**) Metascape software (current version v3.5.20240101), an advanced tool for comprehensive gene list annotation and analysis, leveraging resources like STRING, EggNog, and WikiPathways for enriched Gene Ontology (GO) term analysis (panel **a**) in OVX + E2 Tg mice categorized by P-value significance, illustrating the specific cell-type modulated by estradiol (panel **b**) and providing a network (panel **c**) of enriched terms, showing the interconnections between different GO terms and pathways. Data represent n = 6 mice/group, with statistical significance noted at *p* < 0.05.

We further examined the expression levels of a targeted panel of microglial genes through bulk RNA sequencing, as depicted in Fig. 5. The resultant heatmap analysis not only contrasted the transcriptomic profiles between transgenic APPPS1-21 mice and their non-transgenic counterparts but also revealed unexpected variations within the non-transgenic group. Notably, a marked upregulation of several microglial genes, including P2ry12, Gpr34, Tmem119, Siglech, Hexb, Csf1r, Tgfbr1, Clec7a, Lgals3, Gpnmb, Itgax, Ccl2, Fabp5, Cx3Cr1, Tyrobp, Trem2, Ctsd, B2m, Axl, Cd68, Cd9, Lyz2, and Ccl6, was observed in non-Tg mice following OVX, a trend that was distinctly reversed with E2 supplementation. These findings highlight a notable divergence in microglial-gene-specific transcriptomic profiles between non-transgenic and transgenic mice that were regulated by estradiol, as substantiated by the corresponding heatmaps (Fig. 5). The inclusion of non-transgenic mice in this study was pivotal to discern whether inherent differences in microglial composition exist between diseased and healthy states. As hypothesized, the basal microglial expression profiles were starkly different between these two cohorts.

**Figure 5:**
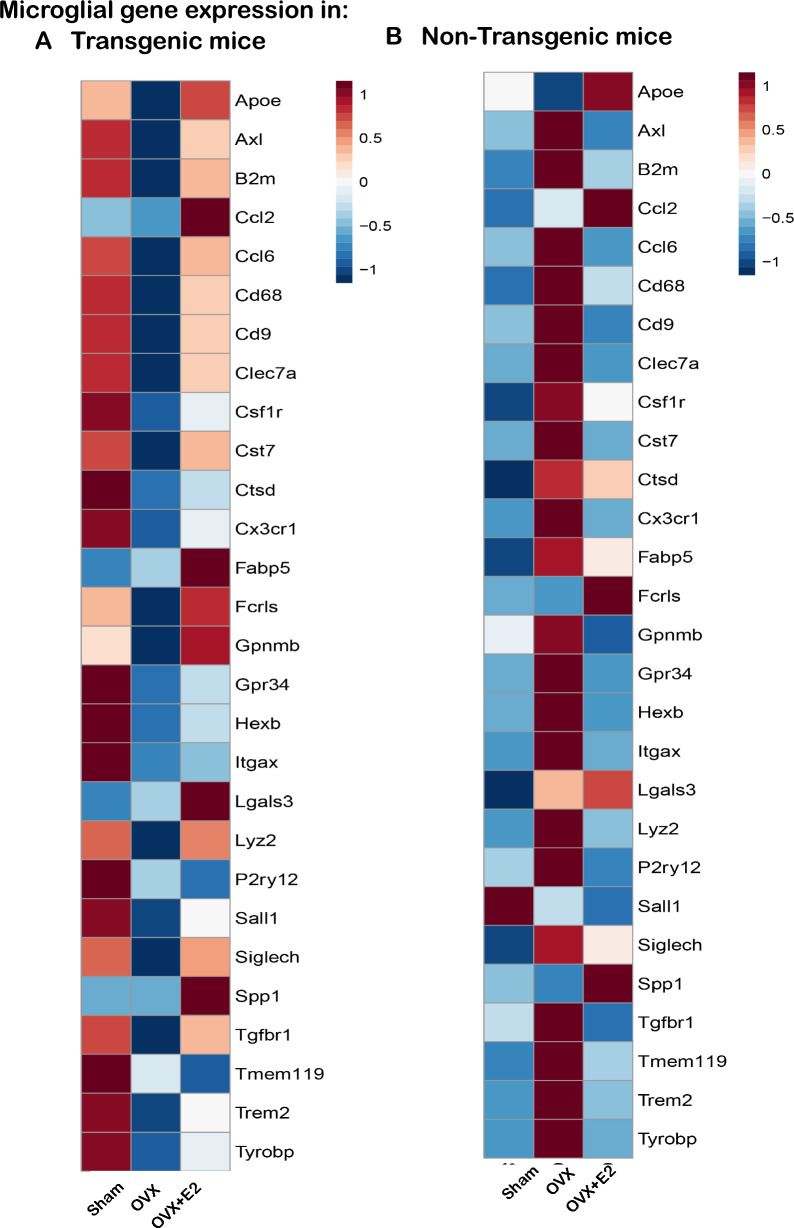
Transcriptomic analysis of microglial genes in Thy1-APPPS1 and non-transgenic mice with or without OVX and E2 supplementation. The heat map shows distinct profile variances, with significant upregulation of microglial genes in OVX non-transgenic mice, reversed by E2 supplementation (n = 6 mice/group, *p* < 0.05). An inverse trend is seen in Thy1-APPPS1 mice, except for MGnD genes P2ry12, Cx3cR1, and Hexb, which are further downregulated in the E2 supplementation cohort (*p* < 0.01). The variance emphasizes the complex interaction between microglia, estrogen levels, and amyloid-beta plaques in Alzheimer's disease.

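Of the 28 genes of the microglial panel, 27 passed the expression filter in the Sham Tg and OVX Tg libraries. Ccl2, with 0 to 4 reads per Sham Tg mouse and 1 to 6 per OVX Tg mouse, did not. Among the 27 genes, 22 were lower in OVX Tg than in Sham Tg, and 5 of these had an unadjusted p under 0.05, namely Csf1r, Ctsd, Cx3cr1, Fcrls and Tmem119. None of the 27 passed an adjusted p of 0.05 over all genes (smallest value 0.478). Adjusted over the list alone, 0 of the 27 passed (smallest value 0.0808), and since the study presented the panel for these same mice, this count is not independent evidence. Cx3cr1 (ENSMUSG00000052336, chromosome 9 of GRCm38, 119901616 to 120069879) was at 63.3 ± 3.96 CPM (SD, n = 6 mice) in Sham Tg and 52.7 ± 8.79 CPM (SD, n = 6) in OVX Tg, a log2 fold change of -0.26 (standard error 0.092, edgeR adjusted p = 0.486). Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516) was at 26.7 ± 3.83 CPM (SD, n = 6) and 22.3 ± 1.82 CPM (SD, n = 6), a log2 fold change of -0.26 (standard error 0.089, edgeR adjusted p = 0.479). P2ry12 (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871) was at 41.0 ± 1.40 CPM (SD, n = 6) and 38.6 ± 4.61 CPM (SD, n = 6), a log2 fold change of -0.09 (standard error 0.070, edgeR adjusted p = 0.777). The log2 fold changes of Fcrls, Ctsd and Csf1r were -0.26, -0.19 and -0.18. Apoe (0.0034), Fabp5 (0.04), Cd9 (0.05), Spp1 (0.14) and Lgals3 (0.65) had positive log2 fold changes, with unadjusted p between 0.0862 and 0.963. Lgals3 had only 3 to 17 reads per Sham Tg mouse and 10 to 26 per OVX Tg mouse. Other annotated genes overlap the exons of several panel genes, and the share of exon bases free of such overlap was 65.6% for Ctsd, 81.3% for Spp1, 84.9% for Csf1r and 89.3% for Cd9. Per mouse, the mean log2 CPM over the 27 genes was 4.49 ± 0.15 (SD, n = 6) in Sham Tg and 4.37 ± 0.18 (SD, n = 6) in OVX Tg, a difference of -0.11 (exact two-sided permutation test, p = 0.255). The 17 MGnD genes differed by -0.10 (exact two-sided permutation test, p = 0.400) and the 10 homeostatic genes by -0.14 (exact two-sided permutation test, p = 0.102). Over the 4 scores compared in this way, each p adjusted by the Benjamini-Hochberg method was 0.400. The number of panel genes that passed when adjusted over the list alone moved most, to 5, when all genes with a count were tested and when 1 surrogate variable was added to the model. DESeq2 gave 4 such genes and limma-voom with sample quality weights gave 4. Without OVX Tg replicate 1, which had the highest Ctsd of its group, 3 genes passed, and without Sham Tg replicate 6, 1 gene passed. The smallest p adjusted over the list alone lay between 0.00492 and 0.218 across the 22 alternatives. Comparing the heatmaps of Fig. 5, the paper states that the trend in Thy1-APPPS1 mice is the inverse of that in non-Tg mice, and that the difference emphasizes an interaction between microglia, estrogen levels and plaques.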

### Differential levels of plaque-localized Clec7a + and P2y12 + microglia in OVX and estradiol-supplemented animals

To complement our transcriptomic data and clarify the spatial distribution of microglial gene expression near amyloid plaques, we performed IHC using antibodies specific for Clec7a + , that marks “MGnD”-type neurodegenerative microglia^14^, and P2y12 + , that marks M0 homeostatic microglia^14^ [Fig. 6A]. OVX resulted in a significant decrease (n = 8 mice/group, *p* < 0.001) in the number of Clec7a + microglia localized around the plaques compared with the sham-operated cohort (Fig. 6B). Conversely, mice subject to OVX and supplemented with estradiol showed a significant increase in the number of Clec7a + , plaque-associated microglia compared with the OVX cohort (n = 8 mice/group, *p* < 0.001). In contrast, OVX led to an increase in the number of P2y12 + microglia associated with plaques compared with the Sham-operated cohort. Notably, estradiol supplementation of OVX-treated mice resulted in a significant reduction in the number of plaque-associated P2y12 + microglia (n = 8 mice/group, *p* < 0.001), approaching levels similar to those observed in the Sham-operated group [Fig. 6B]. These results highlight the dynamic influence of OVX and estradiol supplementation on the microglial response in the context of plaque pathology. The modulation of microglial phenotypes by estradiol supplementation suggests a potential role for this hormone in regulating microglial function and potentially influencing neurodegenerative processes associated with plaque deposition.

**Figure 6:**
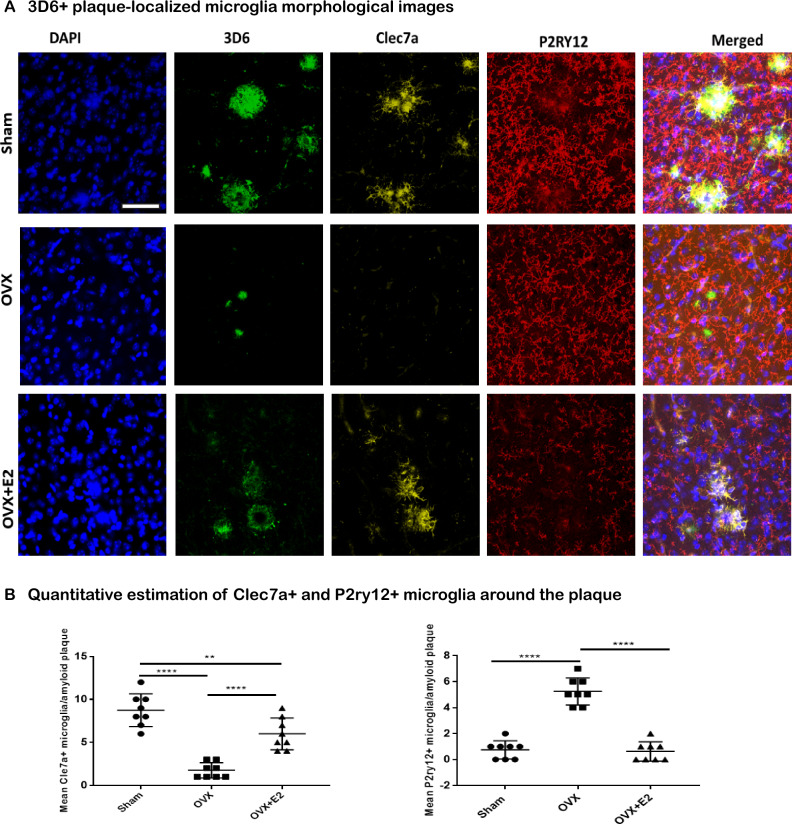
Immunohistochemical images of the effects of OVX and estradiol supplementation on plaque-localized microglial populations in APPPS1-21 mice (scale = 20 micron, n = 8 mice/group). (**A**) Immunostaining with antibodies specific for Clec7a + degenerative microglia (MGnD) and P2y12 + homeostatic microglia reveal the microglial phenotypes surrounding plaques. (**B**) Quantification shows that OVX leads to a significant decrease in Clec7a + microglia localized around plaques compared with the Sham-operated group (*p* < 0.0001, ****), while supplementation with estradiol in OVX-treated mice increases the number of Clec7a + microglia (*p* < 0.0001, ****). Conversely, OVX results in an increased number of plaque-associated P2y12 + microglia, which is significantly (*p* < 0.0001, ****) reduced with estradiol supplementation, approaching levels observed in the Sham-operated group.

## Discussion

It is now well established that the prevalence of AD in women is higher than in men^1^. Indeed, studies indicate that women who are heterozygous for APOE-ε4 are at a greater risk for developing AD than age-matched men that are heterozygous for APOE-ε4^4^. In a large meta-analysis^20^ and in a large population study of AD^21^, women who were heterozygous for the APOE-ε4 allele had AD diagnosed 5 years earlier than heterozygous men. Similarly, the odds ratio for AD in women with one copy of the APOE-ε4 allele is fourfold greater than in men^20^.

In preceding efforts, we demonstrated that postnatal perturbations of the gut microbiome with an ABX cocktail leads to a male-specific reductions in Aβ burden in both APPswe/PS1ΔE9^9,22^ and APPPS1-21 mouse models^10,19,23^ of Aβ amyloidosis. In parallel, we documented a male-specific alteration in the cortical microglial transcriptional landscape in APPPS1-21 mice^10,19,23^. With these findings, we tested the hypothesis that gut microbiome perturbations could have an influence on estrogen levels in female mice that would have an influence on Aβ burden and microglial phenotypes. We now offer several important insights that support this hypothesis. First, we document that in APPPS1-21 mice, postnatal ABX treatment leads to an elevation in circulating estradiol levels at 3 months, the time of cull. Second, OVX of young female mice at the age of 4–5 weeks [~ 2–3 weeks prior to the onset of Aβ deposition], leads to a significant reduction in Aβ burden at 3 months of age. Third, supplementation of β-estradiol in the drinking water of another cohort of mice subject to OVX restores Aβ pathology.

It is important to note that the temporal alignment of OVX with respect to the initiation of pathology is critical as this paradigm enabled us to identify early molecular and cellular events that might affect disease onset and progression. We intentionally chose neither to induce a "menopausal brain" condition by surgical removal of the ovaries after substantial pathological signs appeared nor did we instigate a chronic/protracted estradiol deprivation strategy, a method typically employed to simulate a menopausal condition in mice^24^. Additionally, we opted for a standard in-house diet instead of the phytoestrogen-free diet typically employed for chronic estrogen deprivation studies that are used to simulate a menopausal brain. Our finding that OVX performed on APPPS1-21 mice resulted in a decrease in both plaque burden and plaque size within the cortex mirrors the findings reported by Mucke and colleagues in J20-hAPP mice^25^. Moreover, when J20-hAPP mice that were subjected to OVX at 3 weeks of age were supplemented with estradiol, there was a significant increase in Aβ levels. In this latter setting, Aβ deposition nearly reverted to that observed in 2.5-month-old mice with intact ovaries^25^. In order to determine the mechanism of action[s] of estrogen on Aβ burden, we have employed transcriptomic analysis to identify the underlying biological processes that maybe affected upon ovariectomy. 

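Across the cortex of the 6 Sham Tg and the 6 OVX Tg mice, 1 of the 16943 genes tested, Ly6a, had an adjusted p under 0.05. An unadjusted p under 0.05 was found for 1385 genes (8.17%), of which 678 were higher and 707 lower in OVX Tg. The next smallest adjusted p was 0.278, and 34 genes had a log2 fold change of at least 1 in size. For 69 genes (0.407%) the values of the 2 groups did not overlap, where chance gives 0.216%. Ly6a (ENSMUSG00000075602, chromosome 15 of GRCm38, 74994877 to 74998031), a protein-coding gene, was at 18.1 ± 1.31 CPM (SD, n = 6 mice) in Sham Tg and 12.7 ± 0.651 CPM (SD, n = 6) in OVX Tg. Its log2 fold change was -0.51 (standard error 0.064, edgeR adjusted p = 0.0139). Every OVX Tg mouse, with 269 to 327 reads, was below every Sham Tg mouse, with 388 to 468 reads (exact two-sided permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow). Ly6a was named under a rule that required no overlap between the groups, so this p is no separate evidence. Of the 1297 different 50-base stretches in the exons of Ly6a, 246 (19.0%) also occur in 4 other genes, which limits how its reads could be assigned. With each mouse left out in turn, the log2 fold change of Ly6a stayed between -0.54 and -0.48, and its adjusted p was under 0.05 in 5 of the 12 fits. DESeq2, the tool that the methods name, gave 54 genes with an adjusted p under 0.05, 13 of them higher and 41 lower in OVX Tg. The count moved most without Sham Tg replicate 6, to 113 genes, 19 of them higher and 94 lower in OVX Tg, and was 0 or 1 when any other mouse was left out. Gene sets written by hand were compared with limma's camera at a preset correlation of 0.01 between genes, and 7 of the 11 sets that could be tested had an adjusted p under 0.05. Of 100 divisions of the 12 libraries into 6 and 6, the real one included, 24 gave at least 7 sets. The median was 5 sets in the divisions other than the real one. The Fig. 5 panel and the Fig. 4A estradiol genes come from figures of the study itself, so those sets are not independent evidence. Among the metabolic sets, glycolysis (18 identifiers for 17 genes, since Aldoa has 2) had a mean log2 fold change of -0.06 (adjusted p = 0.000158 from limma's camera) and cholesterol synthesis (22 genes) one of 0.12 (adjusted p = 0.00152), with 18 of its genes higher in OVX Tg. Nuclear genes of oxidative phosphorylation (77 genes), the citric acid cycle (20 genes) and fatty acid oxidation (17 genes) had means of -0.02, -0.02 and -0.04 and did not pass; with scaling to library size only, the first 2 of these means were 0.01 and 0.0052. Under camera at the preset correlation, these 3 sets did pass with all genes with a count, with limma-voom with sample quality weights and with 1 surrogate variable, the first 2 also with the replicate number as a block, and the citric acid cycle also with RLE normalization. Among the immune sets, complement (14 genes) had a mean of -0.14 (adjusted p = 0.000779 from limma's camera), interferon response (22 genes) one of -0.16 (adjusted p = 0.00795) and the Fig. 5 panel one of -0.11 (adjusted p = 0.000158). The interferon response did not pass with limma-voom with sample quality weights. It also did not pass without Sham Tg replicate 5, Sham Tg replicate 6 or OVX Tg replicate 5, each left out in turn. MHC and antigen presentation (19 genes) had a mean of -0.06 and did not pass, except with all genes with a count and without Sham Tg replicate 2, OVX Tg replicate 1 or OVX Tg replicate 2. Ribosomal protein genes (73 genes) had a mean of -0.05 and 13 genes shown for estradiol in the heatmap of Fig. 4A one of -0.21. Each had an adjusted p of 0.000374 from limma's camera. With scaling to library size only, the means of glycolysis and ribosomal protein genes were -0.03 and -0.02, and both sets still passed. Ribosomal protein genes did not pass without Sham Tg replicate 1, where their mean was -0.0097, or without OVX Tg replicate 5. The number of sets that passed was 7 to 11 under these alternatives with all mice and 5 to 11 without 1 mouse, but none of the calls held under fry, where the smallest adjusted p was 0.413, or under camera with an estimated correlation, where it was 0.508. The smallest unadjusted p was 0.0642 under fry and 0.0794 under camera with an estimated correlation. The 37 genes of the mitochondrial chromosome are listed at 0 in all 12 libraries and were not tested.

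**Figure D2:**
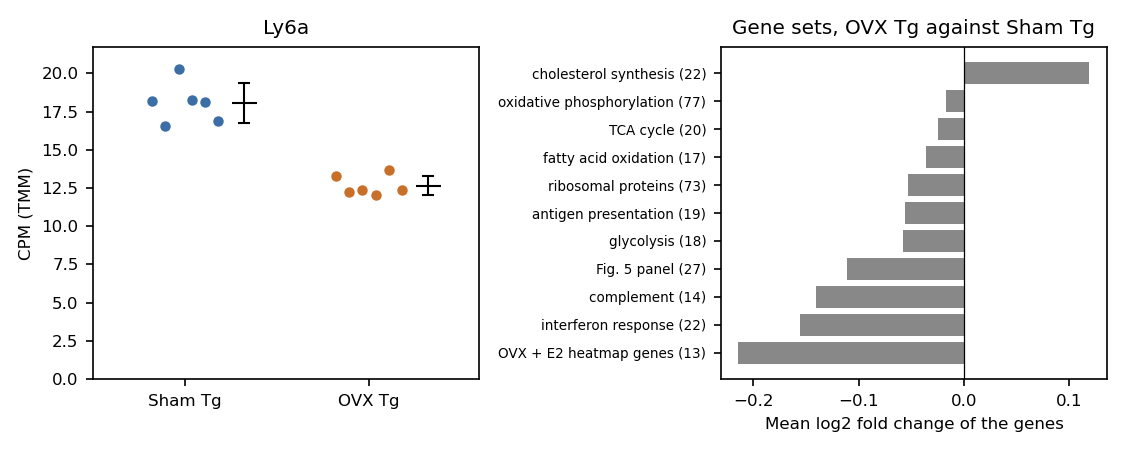
Left, Ly6a in CPM in each of the 6 Sham Tg and 6 OVX Tg mice (points), with the mean ± SD of each group in black. Right, mean log2 fold change of OVX Tg against Sham Tg over the genes of each of the 11 sets, with the number of identifiers; 10 of the sets lie below 0, although oxidative phosphorylation and the citric acid cycle lie above it when the counts are scaled to library size only.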

Our analysis disclosed that the genes most significantly affected in the cortex were predominantly associated with metabolic processes and the immune system. As microglia, the primary resident immune cells of the central nervous system, are largely implicated in amyloid clearance and are known to be metabolically driven^26^, we were motivated to investigate the status of these cells, particularly those found in the immediate vicinity of plaques. Not surprisingly, we report that the OVX-mediated reduction in amyloid burden leads to decreased levels of Clec7a + degenerative microglia and increased P2y12 + neuroprotective microglia surrounding plaques, indicating a potential neuroprotective function of lowering hormonal levels in modulating microglial responses to Aβ pathology. In contrast, estradiol supplementation reversed these effects, implying that differing levels of estradiol in the Sham, OVX, and OVX + E2 groups could selectively control microglial activation.

The finding that females subject to OVX leads to a reduction in Aβ burden was remarkable for the fact that there is very little consensus in the field on the impact of OVX in modulating Aβ burden in other mouse models of Aβ amyloidosis. For example, in the triple transgenic mouse model of AD (3xTg-AD], OVX-induced depletion of sex steroid hormones in adult female 3xTg-AD mice significantly increased Aβ accumulation and worsened memory performance; treatment of ovariectomized 3xTg-AD mice with estrogen, but not progesterone, prevented these effects^27^. On the other hand, Heikkenen and colleagues^28^ reported that in transgenic mice that coexpress FAD-linked APPswe and PS1-A246E, OVX or estrogen supplementation of OVX or sham-operated mice had no effect on hippocampal amyloid accumulation. Similarly, Green et al. (2005) reported that in female PDAPP mice that express the FAD-linked APP V717F mutation driven by the PDGF promoter, neither OVX nor OVX with estrogen replacement altered Aβ accumulation in the hippocampus or neocortex. However, Zheng et al.^24^ reported that OVX of Tg2576 mice that express APPswe driven by the mouse PrP promoter, resulted in a significant increase in the level of soluble Aβ40 compared with sham-operated littermates and a trend towards increases in Aβ42 peptides, but these increases in Aβ peptides were not associated with an increase in Aβ deposition. In contrast, Levin-Allerhand and colleagues^29^ reported that OVX in AβPPSWE transgenic mice did not alter Aβ levels, but that the levels of Aβ were decreased by 17β-estradiol. Mechanistically, it was suggested that estradiol increased the levels of sAβPPα, and hence, the ratio of Aβ/sAβPPα, a measure of amyloidogenic processing, was reduced in all estrogen-containing groups. It is important to note that all of the previous studies did not typically account for variations in the estrus cycle, which now casts a shadow of doubt over the results. On the other hand, in a recent investigation where the estrus cycle was considered, a transient spike in estradiol lead to an increase in Aβ1-42 levels, while OVX was shown to decrease the levels of this peptide in J20-hAPP mice^25^. Complementing these findings, research has also shown that fluctuating estrogen levels during pregnancy are linked to an increased risk of AD. This risk appears to be further amplified in cases of multiple pregnancies (multiparous)^31^. In summary, a consensus view on the impact of OVX on plaque pathology or associated cellular/biochemical outcomes in transgenic mouse models has not emerged. These variations across studies may be due to differences in the specific animal models used, the age of the animals, the exact timing of hormone and Aβ measurements within the proestrus stage, and other methodological differences.

Given the well-documented risk factors, empirical studies spanning two decades had posited estrogen therapy as a mitigative strategy against cognitive decline, specifically targeting a proposed 'critical window' at approximately 55 years of age in females^30^. This long-standing assumption has been decisively challenged by a recent Danish case–control study (Pourhadi et al., 2023) conducted between 2000 to 2018 that leveraged a comprehensive dataset that included 5589 dementia cases and 55,890 controls. The data conclusively show that estrogen therapy is associated with a heightened risk for all forms of dementia and Alzheimer's-type dementia. Notably, this increased risk is independent of the duration of therapy or the age at which it is initiated. These compelling results mandate an immediate and comprehensive reevaluation of the previously assumed benefits of estrogen therapy in women. In this regard, the estrus cycle—a reproductive cycle in female mammals typified by hormonal oscillations—has been largely disregarded in the domain of AD research^31^. Historically, AD studies have either chiefly concentrated on male subjects or insufficiently acknowledged the impact of the estrus cycle in female subjects^32^. This oversight may have significant implications for our understanding of the disease and the development of effective treatments. Emerging evidence suggests that the estrus cycle indeed influences AD pathology and cognitive function in animal models^25^. Studies using transgenic mouse models of AD have shown that hormonal fluctuations during the estrus cycle can impact Aβ accumulation, tau pathology, neuroinflammation, and synaptic function^25,33,34^. For example, higher levels of estradiol during specific phases of the estrus cycle have been associated with increased Aβ burden in J20-hAPP mice^25^. These findings suggest that the hormonal changes associated with the estrus cycle may have a critical window of opportunity for influencing AD pathogenesis. Neglecting the estrus cycle may lead to inconsistent or misleading results, as hormonal variations could mask or confound the effects of experimental interventions. Therefore, while there is some evidence suggesting that the proestrus phase may be linked with elevated levels of Aβ^25^, we maintained consistency in our study by sacrificing all animals during/at the proestrus stage.

Finally, a critical factor to consider is that the microbiome composition of different animal facilities can vary significantly^35,36^, and these differences can have implications for research outcomes, including studies on OVX in AD mice models. In our study, we observed that administering exogenous estradiol to the OVX group did not mirror the microbiome composition of the Sham group. This outcome stemmed from our approach of modulating the microbiome's growth and composition by providing exogenous estradiol in the drinking water for about five weeks. This method impeded the natural growth and recolonization of microbes, leading to a microbiome composition distinct from the natural one in the Sham group at the time of cull. These findings underscore the critical influence of hormonal intervention on microbiome dynamics and highlight the intricate complexities inherent in such experimental settings, emphasizing the nuanced interplay between hormonal treatments and microbial ecosystems in scientific research. Additionally, the microbiome, consisting of the community of microorganisms residing in and on the body, has been recognized as a critical factor influencing various aspects of health and disease, including brain function and neurodegenerative disorders, including AD^37^. Animal facilities maintain specific environmental conditions, including housing, diet, and microbial exposure, which can shape the microbiome of the animals housed within them^38,39^. Therefore, when studying the effects of OVX in AD mice models, variations in microbiome composition across different animal facilities may influence the outcomes of these studies. Moreover, it is essential to replicate findings across different animal facilities to validate the robustness and generalizability of the observed effects of OVX in AD mice models. Collaborative efforts and multi-center studies that involve multiple animal facilities can provide a more comprehensive understanding of the role of estrogen in AD and the impact of the microbiome.

Our study offers valuable insights into the interplay between estrogen, gut microbiome perturbations, metabolic alterations and Aβ burden in female mouse models of Alzheimer's disease. However, there are several limitations of our studies that need to be addressed in future research. First, our study largely relies on a specific mouse model, raising questions about the generalizability of the findings to other models or to humans. The variability in the outcomes of OVX on Aβ burden across different animal models, as noted above, underscores this concern. Second, while our study intentionally avoided inducing a "menopausal brain" condition in mice, this choice limits our understanding of how menopause may impact AD. Third, the effects of ovariectomy were primarily examined in the context of estradiol, without considering the potential roles of other sex hormones like progesterone. Lastly, our study was conducted in a single animal facility, and the role of different microbiome compositions across various facilities on the outcomes has not been addressed. Future studies should aim to address these limitations, perhaps by incorporating a broader range of animal models, including menopausal conditions, examining the roles of other sex hormones, and collaborating across multiple animal facilities to verify the robustness and generalizability of the findings.

In summary, our research delineates the multifaceted interplay among estrogenic modulation, gut microbiome dysregulation, metabolic shifts, and Aβ accumulation within the context of female murine models of Aβ amyloidosis. These findings provide valuable insights into underlying mechanisms and offer new avenues for the design of preventive and therapeutic interventions that target hormonal and microbial factors involved in the modulation of Aβ amyloidosis and neuroinflammation.

## Materials and methods

### Animal handling and housing

APPPS1-21 mice, acquired from M. Jucker at the University of Tubingen, Germany, were raised on a C57BL6Cj background. The mice were kept in sterile micro-isolator cages and provided with standard chow ad libitum. All procedures involving animal experimentation were conducted following approved Animal Care and Use Protocols by the Institutional Animal Care and Use Committee at the University of Chicago. We hereby confirm that this study has been reported in accordance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines, as outlined at https://arriveguidelines.org.

### Antibiotics treatment

Pups given the ABX were administered orally (200 μl ABX via animal feeding syringes; item number 7901; Cadence) with a predefined ABX mixture (Stefka et al., 2014; 4 mg/ml kanamycin, Sigma-Aldrich K4000-5g; 0.35 mg/ml gentamicin, Sigma-Aldrich G1914-250mg; 8500 U/ml colistin, Sigma-Aldrich C4461-1g; 2.15 mg/ml metronidazole, Sigma-Aldrich M1547-25g; 0.45 mg/ml vancomycin, Sigma-Aldrich V2002-1g) in sterilized water from day P14 to P21. Throughout the 7-day postnatal ABX administration, mice were moved to a clean, germ-free cage after each dosage to prevent bacterial exposure from cage droppings. Adult mice from the same cage as the ABX-treated pups were put down post-weaning and were excluded from further experiments or breeding. The ABX water was refreshed every 5–6 days.

### Necropsy and tissue harvesting

The procedure for harvesting various organs from mice at the time of sacrifice was conducted according to the approved and published Animal Care and Use Protocols of the University of Chicago. On the day of euthanasia, mice were given an intraperitoneal injection containing a mixture of ketamine and xylazine. After confirming deep anesthesia, blood samples were drawn through cardiac puncture using a 25-gauge needle, then stored in EDTA-coated collection tubes (BD Vacutainer; 365974) and placed on ice. Immediately following blood collection, the descending aorta was clamped, and the mice were perfused with physiological cold saline (pH 7.4) for 3 min. The brains were then removed from the skulls and divided into two hemispheres: one was postfixed with 4% paraformaldehyde for histological examination, and the other was immediately frozen for transcriptome analysis. The cecum was collected and weighed to assess the efficacy of the antibiotic treatments. Upon completion of these procedures, plasma was separated by centrifuging at 2000 rpm for 10 min at 4 °C using a Beckman Coulter centrifuge and stored at − 80 °C for future use.

### GC–MS Analysis of Estrogen Metabolites in Mouse Serum

For mass spectrometry analysis, 500 µL of serum was dried down under nitrogen to completion. To improve the volatility of estradiol and estrone, the metabolites were derivatized prior to analyses. To the sample vial, 250 µL of N,O-Bis(trimethylsilyl)trifluoroacetamide (BSTFA) and 250 µL of pyridine were added and incubated in a thermomixer at 70 °C for 30 min at 1400 rpm. Samples were then dried down under nitrogen to completion and reconstituted with 1 mL of hexane. Following derivatization, 1 µL of each sample was injected into a gas chromatography-mass spectrometer (GC–MS, Agilent 7890B GC/ Agilent 5977B MSD). Metabolites were separated (HP-5MSUI column, 30 m × 0.25 mm, 0.25 µm) and detected using GC–MS with electron impact (EI) ionization with helium as the carrier gas. The oven temperature was held at 200 °C for 1 min, increased 10 °C/min from 200 to 250 °C, then increased 5 °C/min from 250 to 270 °C, and finally increased at 10 °C/min from 270 to 300 °C. Data analysis was performed using MassHunter Quantitative Analysis software (version B.10, Agilent Technologies) and confirmed by comparison to authentic standards and a similarity search of the NIST Tandem Mass Spectral Library Version 2.3. The retention time and fragmentation pattern of derivatized authentic standards were used to verify endogenous serum compounds.

### Experimental models

#### Ovariectomy

Ovariectomy was performed at 5 weeks of age and sham surgery was performed on littermate animals. The animals were scarificed at 3 months of age, brains were removed for analysis and uterine weights were assessed.

#### Estradiol supplementation study

For estrogen supplementation, female mice were ovariectomized at 5 weeks of age. Starting at 8 weeks of age, estradiol was administered in the drinking water, following the protocol established by Gordon et al. (1986)^40^. Estradiol (Sigma, St. Louis, MO, USA) was first dissolved in ethanol to create a stock concentration of 5 mg/ml. This stock solution was then aliquoted into fresh drinking water to achieve a working concentration of 5 µg/ml. To maintain this concentration consistently throughout the experimental period, careful measures were taken, including accurate measurement of the solution, regular monitoring of drinking water levels, and timely replacement of the solution as needed.

#### ELISA of hormones

Serum levels of E_2_ and P_4_ were measured at the proestrus stage. Blood was collected under anesthesia at 0800 h of the corresponding day by cardiac puncture, and serum was procured after centrifugation at 3000 g for 5 min and stored at – 80 °C until assayed. E_2_ levels were assayed using a commercial ELISA kit from ALPCO (11-ESTHU-E01; Alpco, Salem, NH), while P_4_ levels were measured with an automated chemiluminescence assay system (Immulite 2000; Diagnostics Products Corp., Los Angeles, CA, USA). The minimal detection limits for these assays were 0.08 ng/ml for P4 and 5 pg/ml for E2, with both intra- and inter-assay coefficient of variations being 10% for each assay.

#### Cerebral cortex RNA extraction, library preparation and sequencing

Total RNA was extracted from the dorsal cerebral cortex using Trizol reagent, as per the protocol by Dodiya et al.^10^, and cleaned with the RNAeasy Micro kit (Qiagen). Quality assessment was done with an Agilent Bioanalyzer. RNA-seq library preparations and sequencing were performed using an Illumina HiSeq4000 at The University of Chicago Genomics Core Facility. The data were collected in FASTQ format for bioinformatic analysis.

#### RNA-seq bioinformatics analysis

The quality of DNA reads, provided in FASTQ format, was assessed using FastQC. Adapters were trimmed, and reads that were either of poor quality or aligned to rRNA sequences were filtered using Trim Galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). The cleaned reads were then aligned to the mouse genome (mm10) using STAR. Read counts for each gene were computed using HTSeq-Counts, in conjunction with a gene annotation file for mm10 obtained from Ensembl (http://useast.ensembl.org/index.html). A comprehensive quality control report was assembled using MultiQC. Differential expression was analyzed using DESeq2, with a cut-off for identifying significant differentially expressed genes (DEGs) set at an FDR-adjusted *P* value of < 0.05. Gene Ontology (GO) analysis and identification of DEGs within specific pathways were conducted using Metascape, and the findings were validated using the DAVID and Gorilla online services. The data discussed in this publication have been deposited in National Center for Biotechnology Information’s Gene Expression Omnibus and are accessible through GEO Series accession no. GSE245831 (https://www.ncbi.nlm.nih.gov/geo/ query/acc.cgi?acc = GSE245831).

#### Fecal DNA extraction

Bacterial DNA was extracted from cecal and fecal contents following the method previously described and in accordance with standardized Earth Microbiome Project protocols (www.earthmicrobiome.org/emp-standard-protocols/). In brief, tissues were dissolved in an extraction buffer (50 mg tissue/ml buffer, 50 mM Tris (pH 7.4), 100 mM EDTA (pH 8.0), 400 mM NaCl, 0.5% w/v SDS) containing 0.4 mg/ml of proteinase K. Upon the addition of glass beads with a diameter of 0.1 mm (500 µl/ml buffer, BioSpec Products), microbial cells were lysed using a Mini-Beadbeater-8K Cell Disrupter (BioSpec Products), followed by overnight incubation in a water bath at 55 °C. Total DNA was subsequently extracted using a Phenol:Chloroform:IAA mixture (25:24:1 v/v, pH 8.0, Ambion), following the manufacturer's guidelines. The DNA yield was quantified, and its quality was determined using a combination of Nanodrop Lite (Thermo Fisher) and Qubit® fluorometer (Invitrogen) assessments.

#### 16S rRNA gene Illumina® MiSeq sequencing

The 16S rRNA gene copy number was quantified from DNA isolated from fecal and cecal contents using quantitative PCR (QPCR). A concentration of 2–5 ng/µl DNA was combined with iQ-SYBR Green PCR Supermix (Bio-Rad), 518F (5′-TCC-TAC-GGG-AGG-CAG-CAG-T-3′) and 338R (5′-GGA-CTA-CCA-GGG-TAT-CTA-ATC-CTG-TT-3′) primers (2.5 μM), and Q-PCR was carried out on a LightCycler® 480 system (Roche). The reaction conditions were as follows: an initial denaturation at 95 °C for 5 min, followed by 35 cycles of 95 °C for 10 s, 64 °C for 45 s, and 72 °C for 45 s, and a final extension at 40 °C for 30 s. The 16S rRNA gene copy number was determined by referencing Cp values to a standard curve created from the pCR4-TOPO plasmid containing the 16S rRNA gene amplicon. The copy number was then expressed relative to the specific DNA concentration added per reaction, as determined by a prior assessment using a Qubit® fluorometer (Invitrogen). All reactions were conducted in triplicate and included appropriate negative controls. The datasets generated and/or analyzed during the current study are available in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) under accession number PRJNA1030000 (https://www.ncbi.nlm.nih.gov/bioproject/PRJNA1030000).

#### Fecal microbiota analysis

We utilized the Quantitative Insights Into Microbial Ecology (QIIME) pipeline and vsearch 8.1 to conduct standard demultiplexing and quality filtering. Unique ASVs were identified utilizing the Deblur method, and taxonomy was assigned through the Greengenes Database (May 2013 release; http://greengenes.lbl.gov). Statistical analyses were carried out in R, relying primarily on the 'vegan' and ‘phyloseq’ libraries.

#### Western blot analysis

Brain lysates were prepared from Thy1-APP/PS1 hemibrains using a lysis buffer composed of 50 mM Tris (pH 7.4), 150 mM NaCl, 5 mM EDTA, 0.5% NP-40, 0.5% sodium deoxycholate, 1 × protease inhibitor cocktail, 1 mM PMSF, and 1 × phosphatase inhibitor cocktail. Post-homogenization and sonication on ice, samples were centrifuged at 10,000 g for 20 min at 4 °C. The supernatant was then collected as the total protein lysate. Protein concentrations were quantified using BCA analysis. For gel electrophoresis, samples were denatured at 95 °C in reducing buffer prior to running on 12% glycine SDS-PAGE or 10–16.5% tricine SDS-PAGE gels, as described in Minter et al., 2016. This was followed by a wet transfer to a 0.2 μm nitrocellulose membrane. The membranes were blocked in 5% non-fat milk in PBS-T for 1 h at room temperature. For antibody detection, Human FL-APP was identified using a 6E10 antibody (Biolegend) at a 1:2000 dilution. β-Actin was employed as a loading control, detected with an Actin primary antibody at a 1:15,000 dilution. All blots used an anti-mouse secondary antibody at a 1:5000 dilution. After washing, the membranes were incubated with HRP-conjugated secondary antibodies for 1 h. Signal detection was carried out using Western Lightning® Plus ECL and X-ray film. Densitometry analysis was performed using ImageJ.

#### MSD analysis

To measure both soluble and insoluble Aβ levels, we used the ventral halves of frozen brains stored at – 80 °C. These halves were homogenized in a TBS solution with protease inhibitors and EDTA. After ultracentrifugation, the supernatant was collected for soluble Aβ analysis. The remaining pellet was then processed in 70% FA and ultracentrifuged again to collect the supernatant for insoluble Aβ levels. These samples were sent to Harvard University for MesoScale Aβ analysis, performed according to protocols by Minter et al. (2016) using the Quickplex SQ 120 system.

#### Immunocytochemistry

To assess Aβ amyloidosis, immunofluorescence staining was performed following a previously published protocol. Specifically, a complete series of 40 μm-thick brain sections were stained for Aβ (3D6, 1:10,000)^9^, while a half series was used for microglia staining with primary antibodies P2RY12 (Invitrogen, 1:1000) and Clec7a (Invitrogen, 1:250). The procedure began with washing free-floating, level-matched 40-μm sections in dilution media, with a duration of 60 min (10 min per wash). Sections were then immersed in serum blocking solution for an hour at ambient temperature, succeeded by overnight incubation with primary antibodies at 4 °C. The subsequent day, the sections underwent a 60 min wash in dilution media (10 min/wash), followed by a one-hour incubation with secondary antibodies at room temperature. Donkey anti-mouse 488 (Invitrogen; 1:500), donkey anti-rabbit 647 (Invitrogen; 1:500) and donkey anti-rabbit 647 (Invitrogen; 1:500) were employed as secondary antibodies for Aβ and microglia staining, correspondingly. Afterward, sections were washed, mounted on glass slides, and coverslipped using Fluoromount aqueous mounting medium (Sigma-Aldrich; F4680). The images of 3D6 + Aβ plaques were obtained with a 3D Histech Pannoramic MIDI whole-slide scanner and a Zeiss AxioCam MRM CCD camera, handled by personnel from The University of Chicago Integrated Light Microscopy Facility. Meanwhile, microglia images were taken utilizing a Leica SP5 3D STED laser-scanning confocal microscope at 40 × 1.5 magnification.

#### Abeta burden analysis

Evaluation of Aβ burden and amyloid plaque size was conducted in accordance with a previously defined protocol^9,10,19,22^. Briefly, six equidistant sections at 480 μm intervals, ranging from beyond the olfactory bulb to the mid-hippocampal level, were employed for the analysis of 3D6 + amyloid plaques. The Fiji ImageJ software (NIH; ImageJ 1.51n) was used by two independent and blinded observers to determine the average plaque size and Aβ fraction area, also known as the amyloid burden. Individual images were processed using the 3D Histech Pannoramic viewer software (3DHistech Kft), and subsequently normalized. Automated thresholding, based on histogram entropy, was applied to identify the amyloid plaques. After converting the images into an 8-bit format, a specific threshold number was applied, and this was followed by the use of the “fill holes” and “watershed” algorithms for binary conversion. Finally, the plaque number, plaque size area, and total area encompassed by plaques (i.e., Aβ burden) were computed using the “analyze particles” function. The Aβ burden, represented as the area fraction, was calculated by dividing the total area occupied by plaques by the total area of the cerebral cortex, which was the region of interest. Graphical representations were created utilizing the data pertaining to both amyloid burden and plaque size.

#### Statistical analysis

Statistical analyses were carried out using the GraphPad Prism software, version 7.0e. For comparing the α- and β-diversity indices in the 16S rRNA microbiota analysis across multiple groups, the Wilcoxin analysis was utilized. This allowed for the careful comparison of distributions and medians among different groups, and corrections were made for multiple comparisons to ensure the integrity of the results. For other studies, such as short-term ABX studies and comparisons between Sham, OVX and OVX + E2 studies, one-way ANOVA (Analysis of Variance) was employed, unless otherwise specified in the methodology. The one-way ANOVA enabled the examination of differences among means for several groups, and it was followed by post hoc comparisons to identify which specific groups were different from each other. In all the analyses, a statistical P value below 0.05 was considered indicative of significant differences between the groups under comparison. Further details and specifics regarding the statistical methods and findings, including any additional tests or adjustments that were made, can be found in the figure legends accompanying the results.

### Supplementary Information

Supplementary Legends.

Supplementary Figure 2.

Supplementary Figures.

## Data Availability

The datasets generated and/or analyzed during the 16S rRNA gene Illumina® MiSeq sequencing are available in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) under accession number PRJNA1030000 (https://www.ncbi.nlm.nih.gov/bioproject/PRJNA1030000). The data discussed in the RNA sequencing analysis have been deposited in National Center for Biotechnology Information’s Gene Expression Omnibus and are accessible through GEO Series accession no. GSE245831 (https://www.ncbi.nlm.nih.gov/geo/ query/acc.cgi?acc = GSE245831).

# Supplementary material for: Early modulation of the gut microbiome by female sex hormones alters amyloid pathology and microglial function
**Source:** Sci Rep. 2024 Jan 21;14:1827. doi: 10.1038/s41598-024-52246-6
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Figure 2S:** (A) Validation of Successful OVX in APPPS1-21 AD Female Mice: (a) Body weight significantly increases with OVX and is reversed with estradiol supplementation (p < 0.05*, n=12 mice/group). (b) Uterine weight decreases in OVX mice and increases with estradiol supplementation (n=7-8 mice/group, p < 0.05*, p < 0.01**). (c) Circulating estradiol and progesterone levels drop in OVX mice and are reversed with estradiol supplementation (n=4-5 mice/group, p < 0.05*). These results validate the successful execution of ovariectomy in mice, reflecting its impact on key physiological parameters. Data are represented as mean ± SEM; *, p < 0.05; **, p < 0.01. (B) Analysis of Human APP751 Expression in OVX and Estradiol-Supplemented Female APPPS1-21 AD Mice (n=3/group) Using Western Blot: Cortical extracts were analyzed using Western blot with an APP-specific C-terminal antibody. The bar graph represents the quantification of the blot using ImageJ. No significant impact of OVX or estradiol on APP751 levels in the cortex was observed. Data are represented as mean ± SEM.

# Supplementary material for: Early modulation of the gut microbiome by female sex hormones alters amyloid pathology and microglial function
**Source:** Sci Rep. 2024 Jan 21;14:1827. doi: 10.1038/s41598-024-52246-6

9/22/22 Thyl Brain Lysates <sup>Lot 10</sup> ~~10~~  
 15 second exposure

OVX+E2      OVX<sup>OSP</sup>      SHAM  
 24415V 24414V 2446V 333V 2447V 182V 125V 120V 119V

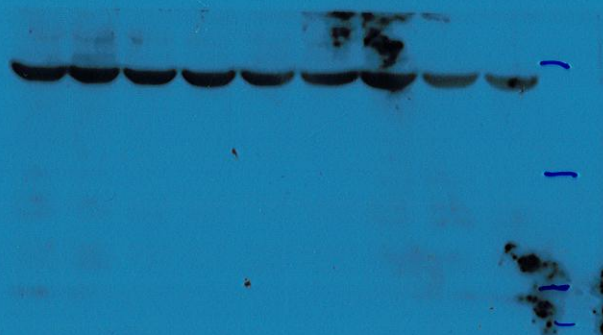

STRATAGENE

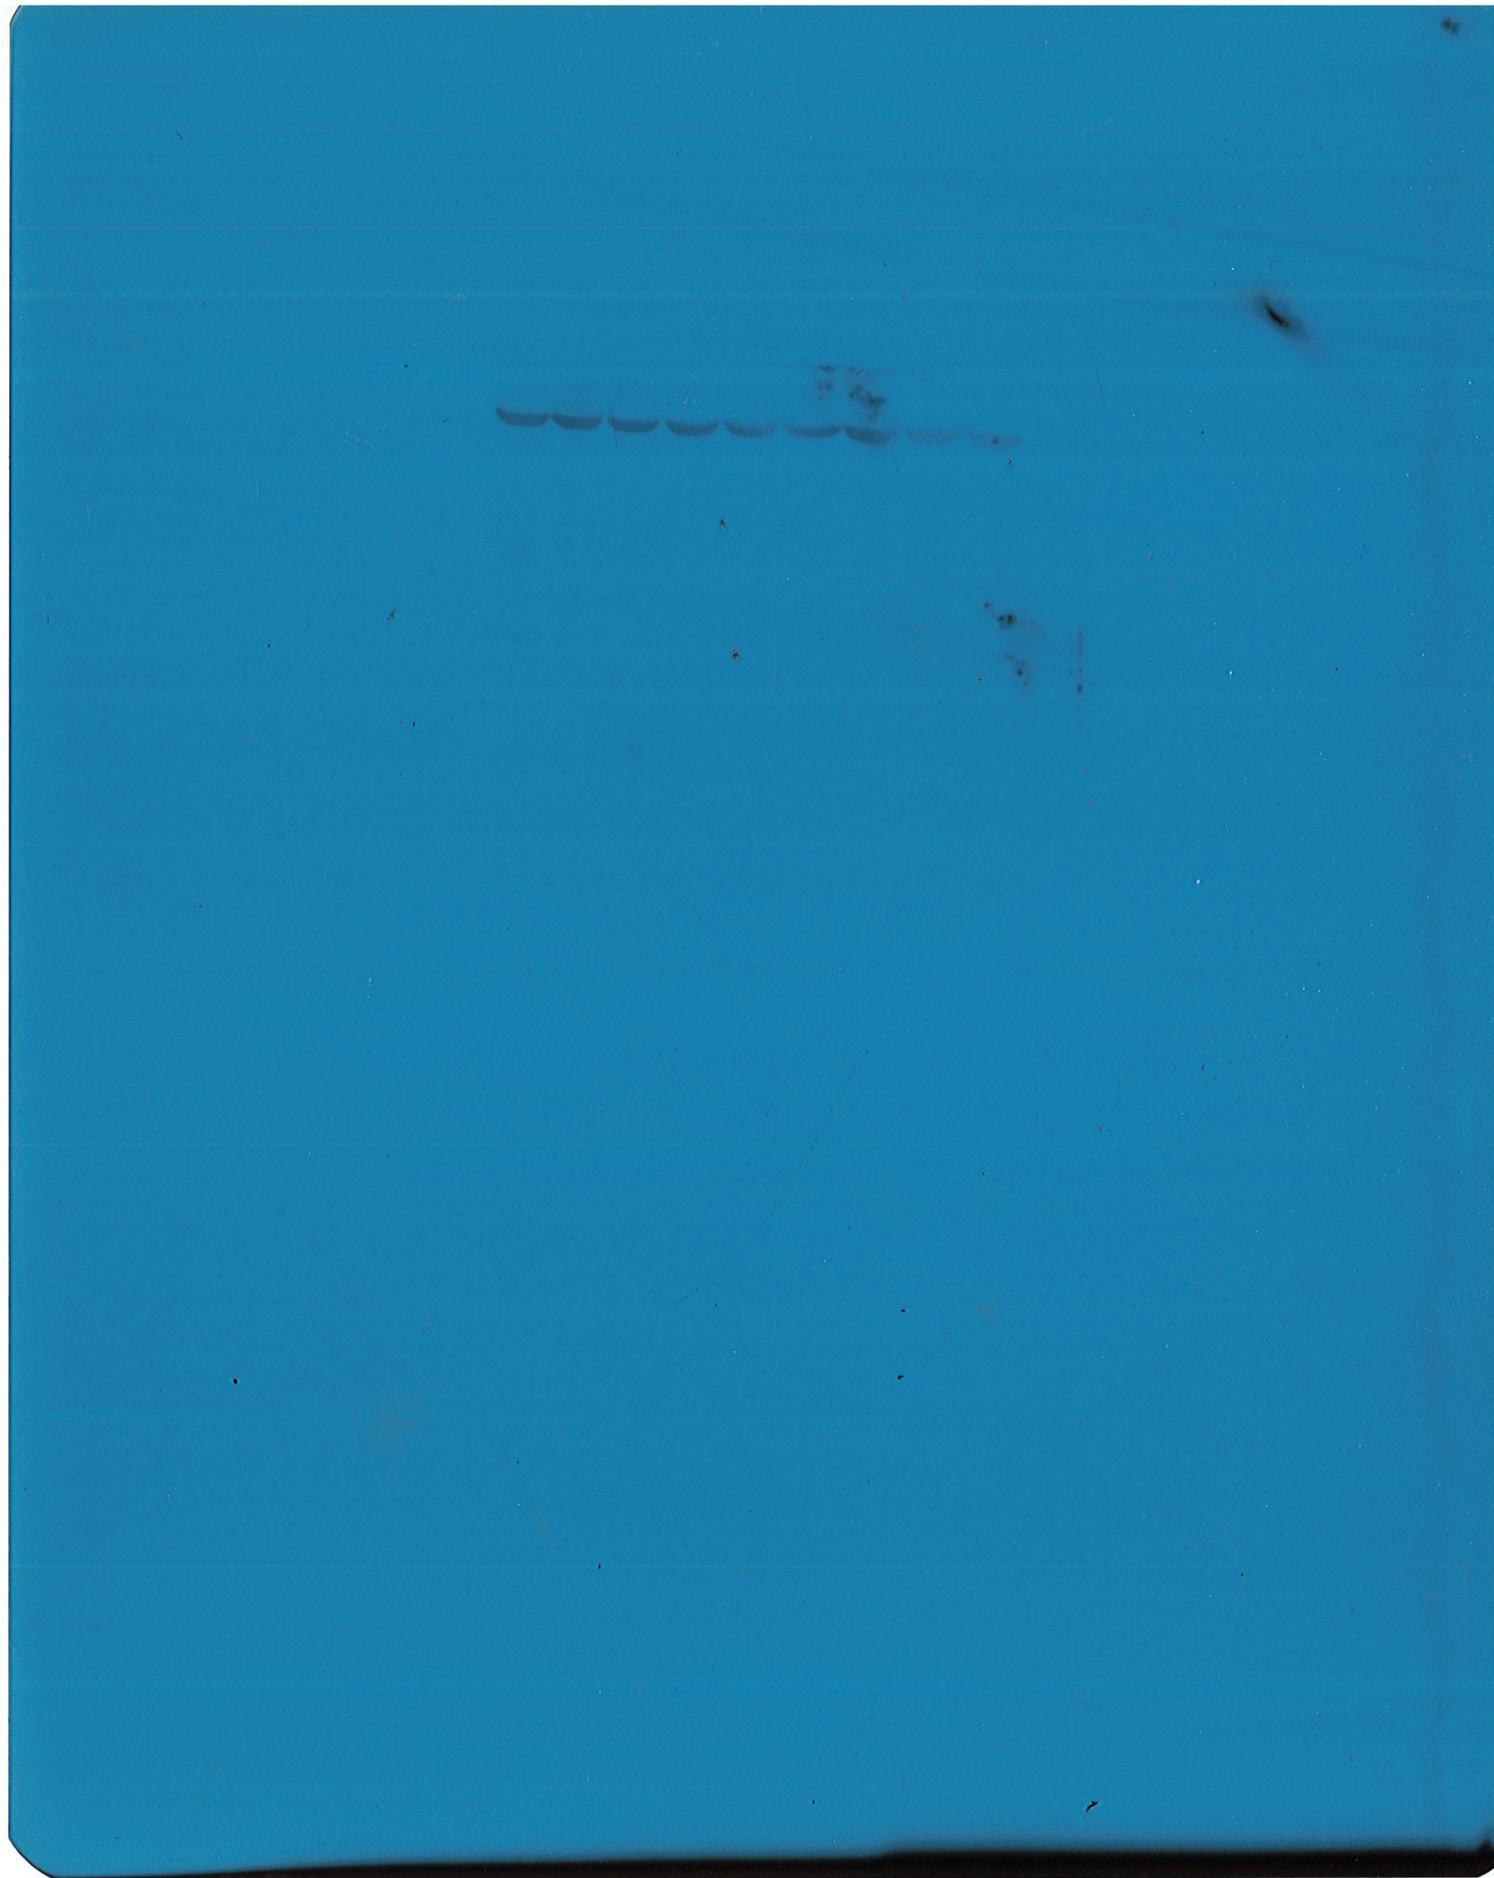

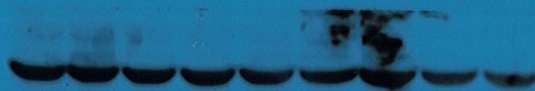

9/23/22

Thyl Brain Lysates - 6E/0 1°

20 second exposure

85P

21445V

21444V 21443V 1333V 2147V 182V 125V 124V 119V

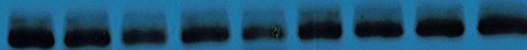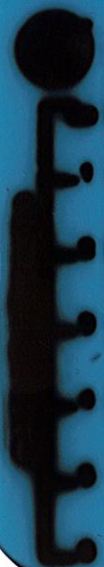

-----

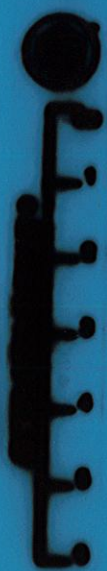

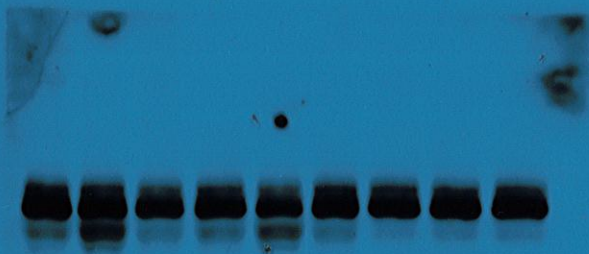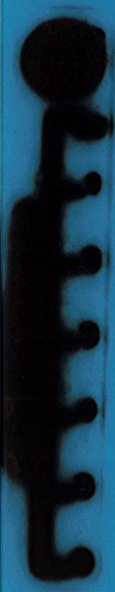

**Supplement:** Supplementary file 3 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

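RNA from the dorsal cerebral cortex of 12 female APPPS1-21 mice was analysed, 6 Sham Tg and 6 OVX Tg, with 1 library per mouse. Surgery was performed at 5 weeks of age and tissue was taken at 3 months. Non-Tg and OVX + E2 libraries were not analysed here, so no comparison of Tg with non-Tg mice and no effect of estradiol could be computed. The values are counts of reads per Ensembl gene that the authors deposited without normalization, as whole numbers for 54232 genes. According to the methods, reads were trimmed and filtered for quality and rRNA with Trim Galore, aligned to mm10 with STAR and counted with HTSeq. The release of the annotation and the strand setting of the counting are not named in the methods. GENCODE M21 (GRCm38) held 54165 of the 54232 identifiers and was used for symbols, positions and gene types. Of 35 protein-coding genes whose exons are covered by a gene on the other strand only, 33 (94.3%) are at 0 in all libraries, against 16.0% of all protein-coding genes, as counting without regard to strand would give. All 37 genes of the mitochondrial chromosome are at 0 in the 12 libraries.

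Between 22362679 and 24471223 reads per library were counted on genes, and 24505 to 26387 genes were detected per library. Intervals for counting error alone were not used, because the spread between mice was wider: the chi-square per gene between replicates of a group was 3.92 to 30.4. Genes were kept by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15) in R 4.3.3, which left 16943 genes. Counts were normalized by TMM and fitted with glmQLFit, and OVX Tg was compared with Sham Tg by the quasi-likelihood F test, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values used the TMM factors, and log2 CPM values used a prior count of 2. Scores per mouse were means of log2 CPM over a list, compared by exact two-sided permutation over all assignments of the mice. Gene sets were tested on voom values with camera of limma 3.58.1 at a correlation of 0.01, with fry and with an estimated correlation beside it. The sets were the Fig. 5 panel, the estradiol genes of Fig. 4A, oxidative phosphorylation, glycolysis, citric acid cycle, cholesterol synthesis, fatty acid oxidation, MHC and antigen presentation, complement, interferon response, ribosomal proteins and mitochondrially encoded genes. These lists, and 16 lists of markers of brain regions, cell types and responses, were written by hand, since no gene ontology database was at hand, so the Metascape analysis could not be repeated. Random draws used the seed 20240121, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

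Before the data were examined, the comparisons at the claims, their tests, the gene lists and the alternatives were fixed, apart from 1 alternative that was added later; tests of explanations that were chosen later are named in the closing section. The genes named are those that the text of the paper names in its RNA-seq results, the genes of the Fig. 5 panel, App and Thy1, and, among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups, the 5 with the largest rise and the 5 with the largest fall. Ly6a was the only gene that met the last rule, and some of the genes under the rule are not reported here by name. The methods name DESeq2 with an adjusted p under 0.05 as the test for differential expression; edgeR had been fixed as the test here, and DESeq2 1.42.0 was run beside it as an alternative. The other alternatives were RLE normalization, library size only, all genes with a count, genes with at least 10 counts in every library, protein-coding genes only, limma-voom with sample quality weights, 1 surrogate variable from sva 3.50.0, the replicate number as a block, leaving out each of the 12 libraries in turn, and, for scores, a prior count of 0.5 and means of z-scores. Scores of hypothalamus and choroid plexus markers as covariates were added after the data had been seen. Leaving out mitochondrially encoded genes changed nothing, since they are all at 0.

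The tests were checked on simulated counts with 6 libraries per group. Among 16748 simulated genes tested, 198 were changed, 134 genes were called and 7 of the calls were false. Changes of 1.25-fold were called for 33.3% of 69 genes, of 1.5-fold for 71.4% of 70 genes and of 2-fold for 91.5% of 59 genes. The exact permutation test gave 46 false positives in 1000 simulations. A fall of 15% in all 27 panel genes was detected in 30 of 30 simulations by camera and by the exact permutation test. Without any fall, camera gave 2 and the exact permutation test 5 false positives in 30. The 12 libraries were also divided into 100 splits of 6 and 6 drawn from the 462 possible, and into 60 splits for DESeq2, the real one included. The simulated rates for the panel need not hold for the real libraries. There the mean log2 CPM of the panel had an SD between mice of 0.15 in Sham Tg and 0.18 in OVX Tg. Under camera, a median of 5 gene sets passed in the splits other than the real one. The simulations therefore do not show how often such a fall would be found in these mice.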

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

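The test of choroid plexus tissue and the model with regional scores were chosen only after these results had been seen. In each group of 6 mice, the gap between the highest or lowest mouse and its nearest neighbour was divided by the range of the group, and a mouse was set apart where this ratio exceeded Dixon's critical value for 6 samples. Of 126 groups of values from 63 measures, 6 had such a mouse, where chance gives 6.3, and the 6 fell in 6 different libraries. The number of such mice is therefore no larger than chance gives.

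The mean log2 CPM of the choroid plexus list was 0.23 in OVX Tg replicate 5, and the next lowest OVX Tg mouse was at 3.20 (ratio 0.733). Ttr, the most abundant gene of the list, ranged from 823 to 23294 reads in OVX Tg and from 1742 to 27796 in Sham Tg. A candidate explanation is that the dissected pieces held different amounts of choroid plexus, since the OVX Tg library highest in Ttr was also highest in 77.8% of the other 9 genes of the list. No biological explanation was tested, and the list did not differ between the groups (difference 0.10, exact two-sided permutation test, p = 0.894).

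Ctsd was highest in OVX Tg replicate 1, at a log2 CPM of 7.73 against 7.44 for the next mouse (ratio 0.658). Without this library its log2 fold change was -0.25, and -0.19 with all 12 libraries. Other annotated genes overlap the exons of Ctsd, of which 65.6% of bases are free, and an effect of this overlap on single libraries was not tested. Tissue from neighbouring regions may contribute, since with the hypothalamus and choroid plexus scores in the model the log2 fold change of Ctsd was -0.24. The mean over the Fig. 5 homeostatic genes was lowest in Sham Tg replicate 3, at 5.10 against 5.29 (ratio 0.628), and without this mouse the difference between the groups was -0.18 (exact two-sided permutation test, p = 0.0281). The tissue in each dissected piece was gauged only through the marker lists. In Sham Tg replicate 3 the hypothalamus list was the lowest of its group, at -1.38 against -1.29 for the next mouse. Its hippocampus list was the highest, at 3.02 against 2.88. A link to the homeostatic genes was not tested and plaque load was not measured for these libraries, so what set this mouse apart stays open.

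Ly9 was lowest in OVX Tg replicate 6, at a log2 CPM of -1.59 against -0.41 (ratio 0.731). OVX Tg libraries had 8 to 23 reads on Ly9, so the value rests on few reads, and the cause was not tested. The endothelial list was highest in Sham Tg replicate 5, at 4.64 against 4.36 (ratio 0.792), and the same library was highest in Ttr and in 100% of the other 9 choroid plexus genes within its group; whether the same tissue raised both lists was not tested. The share of counts taken by the 20 most abundant genes was lowest in Sham Tg replicate 2, at 4.58% against 4.70% (ratio 0.719), a share too small for a few genes to set the scale of a library. No biological explanation was tested for these 3 values.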

How the results depend on the processing

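The model with regional scores was chosen only after the data had been seen. With all 12 libraries, 1 gene had an adjusted p under 0.05, lower in OVX Tg. The count was 54 with DESeq2 (13 higher, 41 lower), 9 when all genes with a count were tested (1 higher, 8 lower) and 10 with limma-voom with sample quality weights (2 higher, 8 lower). It was 0 with the replicate number as a block, where 1334 genes had an unadjusted p under 0.05, and 0 with the regional scores, where 1946 had. It stayed at 1 with RLE normalization, library size only, at least 10 counts in every library, protein-coding genes only and 1 surrogate variable. The causes of the differences between tools were not tested. Across the 12 fits that each left out 1 library, the count ranged from 0 to 113 (higher 0 to 19, lower 0 to 94). The 113 came without Sham Tg replicate 6, and the other 11 fits gave 0 or 1. Ly6a was under an adjusted p of 0.05 in 8 of the 10 alternatives with all libraries and in 5 of the 12 fits without 1, and its adjusted p ranged from 1.88e-08 (DESeq2) to 0.152 (replicate block). Over all genes, the correlation between the mice of replicate number 1 was 0.44. For replicates 2 to 6 the correlations between mice of the same number were -0.03, -0.07, -0.20, -0.05 and -0.20, so these numbers do not pair the mice. A trend along the replicate numbers within the groups was not tested.

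The number of panel genes that passed when adjusted over the list alone was 0 with all libraries in the reported model, 4 with DESeq2, 5 with all genes with a count, 4 with limma-voom, 5 with 1 surrogate variable and 4 with the regional scores. Leaving out 1 library gave 0 to 3 such genes, with 3 without OVX Tg replicate 1 (Ctsd, Fcrls and Cx3cr1) and 1 without Sham Tg replicate 6 (Tmem119). No alternative gave a panel gene that passed over all genes, and between 21 and 25 panel genes were lower in OVX Tg. The mean log2 CPM of the panel differed by -0.16 to -0.06 without 1 library (exact two-sided permutation p from 0.110 to 0.483). For the Fig. 5 homeostatic genes, mean log2 CPM differed by -0.18 to -0.10 (exact two-sided permutation p from 0.0281 to 0.188), with p under 0.05 without Sham Tg replicate 3 and without OVX Tg replicate 2 (a difference of -0.18 in each). The other scores stayed above 0.05 under each alternative that was run.

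The number of gene sets past the threshold was 7, and it was 7 to 10 with 7 of the alternatives with all libraries and 9 with the regional scores, 11 with all genes with a count, 0 with fry and 0 with an estimated correlation, where the smallest unadjusted p were 0.0642 and 0.0794. Fry and the estimated correlation take the correlation between genes from the data. Without 1 library the number was 5 to 11, with 11 without OVX Tg replicate 1 and 5 without OVX Tg replicate 5. Ribosomal proteins were no longer past the threshold without Sham Tg replicate 1 (mean log2 fold change -0.0097) or without OVX Tg replicate 5, and the interferon response was not without Sham Tg replicate 5, Sham Tg replicate 6 or OVX Tg replicate 5. With library size only, the mean of oxidative phosphorylation was 0.013 and that of the citric acid cycle 0.0052, against -0.02 for each with TMM. Without 1 library, oxidative phosphorylation ranged from -0.048 to 0.012 and MHC and antigen presentation from -0.089 to 0.016, the first above 0 without Sham Tg replicate 1 and the second without OVX Tg replicate 5. Oxidative phosphorylation, the citric acid cycle and fatty acid oxidation, not past the threshold in the reported model, passed with all genes with a count, limma-voom, 1 surrogate variable and the regional scores; the first 2 also passed with the replicate block and the citric acid cycle with RLE normalization. They also passed without some single libraries: oxidative phosphorylation without Sham Tg replicates 5 and 6 and OVX Tg replicates 1 and 3, the citric acid cycle without these and Sham Tg replicate 3, and fatty acid oxidation without Sham Tg replicates 2 and 6 and OVX Tg replicates 1 and 6, each left out in turn. MHC and antigen presentation passed with all genes with a count and without Sham Tg replicate 2 and OVX Tg replicates 1 and 2 in turn, and the interferon response did not pass with limma-voom or the regional scores. Of the results for single sets with all libraries that kept their direction, these included, 87 kept their side of the threshold, 16 gained a call and 16 lost one, with fry and the estimated correlation counted.

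Some genes with small changes took the other direction. The log2 fold change of Apoe, at 0.0034, was -0.0025 with DESeq2, -0.0030 with all genes with a count, -0.032 with limma-voom, -0.0078 with 1 surrogate variable, -0.0031 with the replicate block and -0.079 with the regional scores. The log2 fold change of Sall1, at -0.01, was 0.021 with library size only, and the log2 fold change of Ccl3, at -0.18, was 0.066 with limma-voom. With the regional scores, the log2 fold change of Gm37593 was 0.097, the log2 fold change of Gm37266 was 0.083, the log2 fold change of Cd9 was -0.015 and the log2 fold change of Fabp5 was -0.014. Without 1 library, the log2 fold change ranged from -0.035 to 0.055 for Apoe, -0.43 to 0.065 for Ccl3, -0.010 to 0.11 for Cd9, -0.0049 to 0.079 for Fabp5, -0.14 to 0.075 for Gm37266, -0.27 to 0.036 for Gm37593 and -0.078 to 0.072 for Sall1. None of these genes had an adjusted p under 0.05 under any of these alternatives, and the cause was not tested. With all libraries, 360 of the other results for named genes kept their direction and side of the threshold and 2, both for Ly6a, lost the call. For genes with few reads, such as Ccl3, Ly9 and Lgals3, depth limits what can be told: the standard error of Ccl3 was 0.39. Leaving out mitochondrially encoded genes gave no separate value, because these are at 0.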

Differences from the paper's values

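The only value that the text of the paper states for these libraries is the group size of 6 mice, which is the number of libraries per group. The following concern directions and statements.

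Fig. 5 draws Apoe and Cd9 lower in OVX Tg than in Sham Tg mice, read by eye. Here their log2 fold changes were 0.0034 (standard error 0.073) for Apoe and 0.05 (standard error 0.096) for Cd9. Of the alternatives set before the data were examined, the log2 fold change of Apoe was negative with DESeq2 (-0.0025), all genes with a count (-0.0030), limma-voom (-0.032), 1 surrogate variable (-0.0078), the replicate block (-0.0031) and in the fits without Sham Tg replicate 5 (-0.017), Sham Tg replicate 6 (-0.013), OVX Tg replicate 1 (-0.032), OVX Tg replicate 2 (-0.035) and OVX Tg replicate 6 (-0.0016). The log2 fold change of Cd9 was negative without OVX Tg replicate 1 (-0.010) and in no other alternative set before the data were examined. With the regional scores as covariates, chosen after seeing the values, Apoe was at -0.079 and Cd9 at -0.015. The other 22 genes that the figure draws lower and that could be tested were lower here too, and Ccl2 could not be tested.

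Fig. 4A shows mt-Tp as higher in OVX Tg mice. In the deposited counts mt-Tp, like the other genes of the mitochondrial chromosome, is listed at 0 in all 12 libraries, and no alternative gives it a value.

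The Discussion states that the genes most affected belong to metabolic processes and the immune system. The paper describes its RNA-seq differences for Tg against non-Tg mice, and its Fig. 4C terms for OVX + E2 Tg mice. The values here compare OVX Tg with Sham Tg, so they do not repeat that analysis. Here 1 gene, Ly6a, passed an adjusted p of 0.05 between OVX Tg and Sham Tg, and 7 of 11 sets did under camera with a preset correlation. With DESeq2, the tool of the methods, 54 genes passed, and 0 of the 28 panel genes was among them over all genes, while 5 had an unadjusted p under 0.05. No metabolic or immune set passed under fry or under camera with an estimated correlation, and the smallest unadjusted p were 0.0642 and 0.0794.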

Other observations

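The tests of hypothalamus, choroid plexus, regional scores, Wdfy1, neuronal activity, reads shared by Ly6a and exchanged labels were chosen only after the result was seen, and those of Sham Tg replicate 6 and of the endothelial and interferon lists were chosen after the counts of genes or Ly6a had been seen. The 12 libraries were also split into 6 and 6 in other ways, and each count of splits below includes the real one. At least 1 gene with an adjusted p under 0.05 was found in 7 of 100 splits, and at least 1385 genes with an unadjusted p under 0.05 in 15 of 100, with a median of 691 in the other splits. Of the 7 splits with at least 1 gene, 3, with 4, 135 and 224 genes, only exchange Sham Tg replicate 6 with 1 OVX Tg library and so lie close to the real one; without the 6 drawn splits that exchange 1 library of each group, a choice made after the counts had been seen, it was 4 of 94 (0.0426). At least 22 of the 27 panel genes lay on one side in 41 of 100 splits, and at least 5 panel genes had an unadjusted p under 0.05 in 14 of 100. At least 7 gene sets passed under camera in 24 of 100 splits, with a median of 5 of the 11 sets in the other splits. With DESeq2, 4 of 60 splits gave at least 54 genes. None of these shares over all drawn splits is under 0.05, so how the mice happened to be divided stays open for each of these results; for the 1 gene this is a close call, since it turns on the splits near the real one.

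Without Sham Tg replicate 6, 113 genes had an adjusted p under 0.05, and of 100 splits of the other 11 libraries 1, the real one, gave as many; the other splits gave at most 1 gene. This library was picked as the one among 12 whose removal gave the most genes, and the count of splits does not allow for that choice. On the genes that separate the other 11 libraries, on a scale from 0 at the Sham Tg mean to 1 at the OVX Tg mean, it lay at 1.00, while the other Sham Tg libraries, each placed in the same way, lay between 0.215 and 0.364. OVX Tg libraries lay between 0.166 (replicate 5) and 0.801, and the positions of the groups did not differ (means 0.423 and 0.536, exact two-sided permutation test, p = 0.474). Exchanging the labels of Sham Tg replicate 6 and OVX Tg replicate 5 gave 224 genes, and 1 of the 36 possible exchanges of a Sham Tg with an OVX Tg library, this one, gave as many; the exchange of Sham Tg replicate 6 with OVX Tg replicate 6 gave 135 and that with OVX Tg replicate 3 gave 62. This pair was picked after the positions and the counts of some of these splits had been seen, so its rank decides nothing. The 6 exchanges with Sham Tg replicate 6 gave 0 to 224 genes (median 33), and the 30 with another Sham Tg library gave 0 or 1. Of the 100 splits of all 12 libraries, a split that kept only 3 Sham Tg libraries together gave 171 genes, so large counts also arise in other ways. A candidate explanation is that Sham Tg replicate 6 is an OVX Tg library; whether these 2 libraries carry each other's label cannot be told apart from other explanations. Ly6a was at 16.9 CPM in Sham Tg replicate 6 and 13.7 CPM in OVX Tg replicate 5, each beside the other mice of its group, while Wdfy1 was at 17.9 CPM in Sham Tg replicate 6 and 38.6 CPM in OVX Tg replicate 5, the first at the level of the other OVX Tg mice and Sham Tg replicate 1 and the second at that of Sham Tg replicates 2 to 5. Ly6a was itself found with these labels and Wdfy1 was chosen for its 2 levels, so neither decides. The numbers of the animals place Sham Tg replicate 6 nearer to the OVX Tg mice than to the other Sham Tg mice. A cohort of mice, with its litters, surgery dates or library batches, may therefore be confounded with the group. Such a cohort cannot be told apart from an effect of ovariectomy, for the 1, the 113 and the 224 genes alike. The methods state that littermates received the sham surgery, which goes against litters as the difference, but which mice shared a litter is not given. OVX Tg replicate 5, numbered among the OVX Tg mice, lay at 0.166, where a cohort alone would not place it, but it is 1 library.

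Ly6a was also compared after other measures were subtracted. Less the endothelial list the difference was -0.30 (exact two-sided permutation test, p = 0.0325), and less the interferon list it was -0.36 (exact two-sided permutation test, p = 0.0152). The endothelial list itself differed by -0.21 (exact two-sided permutation test, p = 0.0498, adjusted p = 0.797 over the 16 lists). Ly6c1, which shares sequence with Ly6a, had a log2 fold change of -0.30 (exact two-sided permutation test, p = 0.00649; edgeR adjusted p = 0.330), and Ly6a less Ly6c1 still differed by -0.21 (exact two-sided permutation test, p = 0.0173). Since Ly6a was chosen for its difference among 16943 genes, and genes of a list need not change by equal amounts, these values decide nothing, and fewer endothelial cells, a lower interferon response and reads shared with Ly6c1 cannot be told apart. Lower Ly6a after the loss of ovarian hormones remains a hypothesis, since chance stays open, with at least 1 gene in 7 of 100 splits.

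Genes of the hypothalamus were high in some libraries, mostly of OVX Tg: Avp was above its Sham Tg maximum in 4 of the 6 OVX Tg libraries, Oxt in 3 and Pmch in 2. Avp had a median of 17 reads in Sham Tg and of 208 in OVX Tg, with up to 416 in an OVX Tg library, and the reads ranged for Oxt from 0 to 91 and 0 to 466, and for Pmch from 0 to 83 and 1 to 254. OVX Tg replicate 1, highest in Oxt, was also highest within its group in 72.7% of the other 11 genes of the list, and Sham Tg replicate 4 in 36.4%, which is consistent with tissue from the hypothalamus in some dissected pieces. The list differed by 1.14 between the groups (exact two-sided permutation test, p = 0.188). With the hypothalamus and choroid plexus scores in the model, the mean log2 fold change of the panel was -0.15, against -0.11 without them, which argues against such tissue as the cause of the lower panel.

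None of the 16 marker and response lists passed adjustment over the lists (smallest adjusted p 0.797). The differences in mean log2 CPM were 0.18 for pituitary, 0.26 for olfactory bulb, -0.04 for striatum, 0.31 for thalamus, -0.04 for hippocampus, 0.14 for blood, 0.02 for oligodendrocytes, -0.05 for astrocytes, -0.05 for neurons, -0.15 for meninges, -0.04 for interneurons and -0.09 for estrogen response, with exact two-sided permutation p between 0.171 and 0.929. Immediate early genes differed by -0.20 (exact two-sided permutation test, p = 0.431), with 12 of 15 genes lower in OVX Tg. Without 1 library the difference ranged from -0.30 to -0.074, with -0.074 without OVX Tg replicate 5 and -0.10 without Sham Tg replicate 5, Sham Tg replicate 6 or OVX Tg replicate 6, and so it was smaller in the fit that gave the 113 genes. Of the 54 genes of DESeq2, 39 were also among the 113 genes without Sham Tg replicate 6, and 2 (3.70%) were immediate early genes, Egr3, lower in OVX Tg, and Jun, higher, against 0.0885% of the genes tested; the 2 were named after their values had been seen. Lower neuronal activity in OVX Tg and chance cannot be told apart for these genes, because the list varies too much between mice. The 2 genes on the list go opposite ways, which says little about the other DESeq2 genes. Of the 54, 41 were lower and 13 higher in OVX Tg, and those outside the list were not tested for a link to neuronal activity.

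Wdfy1 (ENSMUSG00000073643, chromosome 1, 79702262 to 79776143) was singled out after its values had been seen. It lay at 13.7 to 17.9 CPM in 7 libraries and at 38.6 to 42.2 CPM in the other 5, which were Sham Tg replicates 2 to 5 and OVX Tg replicate 5. The gap between the levels was 9.87 times the spread within them, the largest ratio among 15024 genes. Its log2 fold change between OVX Tg and Sham Tg was -0.65 (edgeR adjusted p = 0.593). A variant in the strain background near the gene is a candidate explanation, but it cannot be told apart from others, because the gene was chosen for this pattern and counts hold no sequence.

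The genes whose restoration by estradiol the paper names were also compared between OVX Tg and Sham Tg. Of the 9 named, 8 passed the expression filter, and the 8 were lower in OVX Tg, with 0 under an adjusted p of 0.05 and 0 under an unadjusted p of 0.05. Ccl3, which the paper names for estradiol in another sentence, is not among the 9; the log2 fold change of Ccl3 was -0.18, but 0.066 with limma-voom and 0.065 without Sham Tg replicate 6. App and Thy1 had log2 fold changes of -0.03 and -0.07 (edgeR adjusted p = 0.869 and 0.790). Of 35 genes that Fig. 4A shows as low in Sham Tg mice, 30 were below the expression filter, with a median of 4 reads over the list; the 5 tested were higher in OVX Tg than in Sham Tg, 0 of them with an unadjusted p under 0.05. Of 20 genes that it shows as high in OVX Tg mice, 18 were tested, 12 of them higher and 6 lower in OVX Tg than in Sham Tg, with 0 under an adjusted p of 0.05 and 4 under an unadjusted p of 0.05. The legend of Fig. 4 describes the heatmaps as showing how Tg mice differ from non-Tg mice. The comparison of OVX Tg with Sham Tg is another one and does not test those heatmaps.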
